# Effects of assisted reproductive technology on gene expression in heart and spleen tissues of adult offspring mouse

**DOI:** 10.3389/fendo.2023.1035161

**Published:** 2023-03-30

**Authors:** Huanhuan Chen, Lei Zhang, Feng Yue, Chenchen Cui, Yan Li, Qingwen Zhang, Linlin Liang, Li Meng, Cuilian Zhang

**Keywords:** assisted reproduction, gene expression, heart, spleen, offspring, mouse

## Abstract

**Objectives:**

Assisted reproductive technology (ART) is an important part of reproductive medicine, whose possible effects on offspring’s health have drawn widespread attention in recent years. However, relevant studies are limited to postnatal short-term follow-up and lack of diverse sample sources analysis other than blood.

**Methods:**

In this study, a mouse model was used to explore the effects of ART on fetal development and gene expression in the organs of offspring in the adulthood using next-generation sequencing. The sequencing results were then analyzed.

**Results:**

The results showed that it caused abnormal expression in 1060 genes and 179 genes in the heart and spleen, respectively. Differentially expressed genes (DEGs) in the heart are mainly enriched in RNA synthesis and processing, and the cardiovascular system development also shows enrichment. STRING analysis identified *Ccl2, Ptgs2, Rock1, Mapk14, Agt*, and *Wnt5a* as the core interacting factors. DEGs in the spleen are significantly enriched in anti-infection and immune responses, which include the core factors *Fos, Jun* and *Il1r2*. Further exploration revealed the abnormal expression of 42 and 5 epigenetic modifiers in the heart and spleen, respectively. The expression of the imprinted genes *Dhcr7, Igf2, Mest* and *Smoc1* decreased in the hearts of ART offspring, and the DNA methylation levels of *Igf2-* and *Mest*-imprinting control regions (ICRs) increased abnormally.

**Conclusion:**

In the mouse model, ART can interfere with the gene expression pattern in the heart and spleen of the adult offspring and that these changes are related to the aberrant expression of epigenetic regulators.

## 1 Introduction

Assisted reproductive technology (ART) is an important branch of reproductive medicine that has developed rapidly in recent years. It comprises ovarian stimulation, oocyte and sperm collection, cryopreservation, *in vitro* fertilization (IVF), intracytoplasmic sperm injection (ICSI), *in vitro* embryo culture, embryo transfer and trophoblast or blastocyst biopsy. ART also has important applications in blocking genetic diseases and preserving the fertility of young tumor patients (1, 2). However, ART is utilized during a critical period of gamete and embryo development at a time when the genome is undergoing significant epigenetic remodeling, and changes in the environment can easily affect normal developmental programming (3).

ART is associated with low birth weight (4, 5). A recent study reported that children conceived by ART grew more rapidly after birth, gaining more height and weight in early childhood, but no significant difference was observed between these children and those who born naturally once they reached adulthood (6). In IVF, *in vitro* embryo culture and embryo transfer affect the growth and organ development of postnatal mice, and disturb metabolic homeostasis by causing systemic oxidative stress and mitochondrial dysfunction (7, 8). ART increases the risk of type 2 diabetes, metabolic syndrome and cardiovascular diseases in both human and mouse (9). The effect of ART procedures on the postnatal health of offspring is consistent with the developmental origin of health and disease (DOHaD) theory. The theory holds that the formation of lifestyle-related diseases in adults such as cardiovascular disease, diabetes, and chronic kidney disease, may originate from the fertilized oocytes, early embryos, fetuses and newborns as a result of the interaction between genes and the environment (10).

Recent studies have shown that ART increases the risk of cardiovascular disease in human and animal offspring and disturbs cardiac metabolism (3). ART is associated with cardiovascular remodeling *in utero* that persists postnatally (11). Compared with naturally conceived babies, ART newborns have a higher risk of developing congenital heart disease (CHD) (12), and the blood pressure of the offspring is also likely to be higher (13–15). It has been found that ART offspring are prone to poor cardiac diastolic function and thickening of the vascular wall (16). Similar phenomenons were observed in the ART mouse model. Vascular dysfunction and arterial hypertension occurred in mice generated by ART (17). Mouse embryo culture and transfer led to elevation of systolic blood pressure at 21-week-old offspring mice, and the increase in the activity of cardiovascular metabolism-related enzymes significantly in 27-week-old female offspring (18). The mouse system can, consequently, be suitably used to study, modify, and improve the outcomes for ART children (9). In addition, the application of ART affects the immune status of newborns, for example, high E2 levels before embryo transfer increase IL-4 levels (19). ART offspring mice also have reduced immunity, with the significantly decreased intracellular expression of T-bet and serum levels of IFN-γ and a marked increase in IL-4 and IL-17A (20). However, the effect of ART on gene expression in the hearts and spleens of offspring and its mechanism are unknown.

The health and developmental problems of ART offspring may be closely related to epigenetic changes (21). There is evidence that ART increases the risk of epigenetic disorders in humans and animals, which lead to adverse outcomes later in life (3, 22). Multi-omics studies revealed that ART mainly influences DNA methylation and the histone modification of H3K4me3 in human offspring (23). There are also extensive epigenetic changes in children with a normal ART phenotype. DNA methylation changes occur not only at the whole genome level, but also in multiple imprinted genes, increasing the risk of cardiac metabolic abnormalities (24). There are specific DNA methylation patterns in ART neonates, including imprinted and housekeeping genes, involving neural and immune system pathways (25). Studies have shown that ovulation induction results in imprinting errors and cross-generational effects (26).

According to the current research findings, ART has the potential for causing adverse effects on the growth, development, and metabolism of human and animal offspring, including an increased risk of cardiovascular disease and abnormal immune function. We believe that phenotypic abnormalities and the potential risks caused by ART may be related to changes in gene expression in the corresponding organs, on which there is no relevant research at present. Therefore, using a mouse model and high-throughput sequencing, this study analyzed the effect of a series of ART procedures on gene expression in the heart and spleen of adult offspring, thereby revealing the significantly affected pathways and core genes, including epigenetic modification-related and imprinted genes.

## 2 Materials and methods

All chemicals and reagents were purchased from Sigma-Aldrich (St. Louis, USA), except those specifically indicated otherwise.

### 2.1 Feeding, management and use of mice

The CD-1 (ICR) mice were kept and used following the guidelines for the care and use of laboratory animals of Zhengzhou University, Henan, China. They were raised in a 12/12 h light/dark cycle at 25°C and 50% humidity. All animals were placed in independently ventilated cages, where they could eat and drink ad libitum. Every three same-sex animals were placed in a cage. The offspring were raised to adulthood at 8 weeks. The experimental mice were sacrificed by cervical dislocation. The breeding, management, and use of the mice followed the “3Rs” principle of animal ethics.

### 2.2 Ovulation induction, vitrification and thawing

A total of 10 eight-week-old female mice were selected for ovulation induction. Each mouse was injected with 10 IU of pregnant mare serum gonadotropin (PMSG, NSHF, China) and 10 IU of human chorionic gonadotropin (hCG, NSHF, China) after 46 h. Cumulus oocyte complexes (COCs) were obtained from the ampulla of the oviduct after 15 h, and the cumulus cells were removed by hyaluronidase digestion. The gamete buffer was M2 medium (5.42726 g/L HEPES, 0.35 g/L NaHCO3, 1.0 g/L glucose, 0.0106 g/L phenol red, 0.0363 g/L sodium pyruvate). According to the release of the first polar body, MII oocytes were selected for cryopreservation. The Cryotop method was used for oocyte vitrification. The main procedures of vitrification and thawing were the same as our previous report (27). The solutions include equilibrium solution (ES): 7.5% (v/v) ethyl glycol (EG), and 7.5% (v/v) dimethyl sulfide (DMSO) and the vitrification solution (VS): 15% EG, 15% DMSO, 30 g/L Ficoll‐70, and 0.5 M sucrose. The base fluid was a modified phosphate buffer solution (PBS) containing 3mg/ml BSA (0.2 g/L KCl, 0.2 g/L KH2PO4, 8 g/L NaCl, 1.15 g/L Na2HPO4, 3mg/ml BSA). Briefly, the oocytes were first soaked in the ES for 5–12 min and then transferred to the VS after the morphology was completely restored. Within 1 min, the oocytes wrapped with a small amount of liquid were transferred to the Cryotop straw and then quickly inserted into liquid nitrogen to complete the vitrification. After one year, the frozen oocytes were thawed. According to the order of use, the thawing solution includes thawing solution (TS), diluting solution (DS), and washing solution (WS), containing 1.0, 0.5, and 0 M sucrose in the base fluid, respectively. The oocyte soaking time in the thawing solution was 1, 3, and 5 min, respectively. The use temperature of the TS was 37°C, and the rest were room temperature. After thawing, the oocytes were cultured in potassium simple optimized medium (KSOM, IVL04-100ML, Caisson labs, USA; medium composition provided in **Supplementary Materials**, **Table S1**) for 1 h at 37°C with 5% CO2 before fertilization to promote the recovery of the cytoskeleton.

### 2.3 *In vitro* fertilization, embryo culture and transfer

Fresh mouse spermatozoa were obtained from the cauda epididymidis and the vas deferens of three adult male mice that had successfully mated. After the epididymal tail and vas deferens were cleaned with G-IVF™ plus (10136, Vitrolife, Sweden; medium composition provided in **Supplementary Materials**, **Table S1**), they were cut with ophthalmic scissors and then gently pressed to make the sperm overflow. The sperm was transferred to the bottom of the pre-balanced 15mL centrifuge tube containing G-IVF™ plus and then captured for 40 min at 37°C with 5% CO2 using the upstream method. The supernatant of the sperm was taken and placed in a new centrifuge tube. After centrifugation, the capacitated sperm was obtained. It was washed once with G-IVF™ plus, and a few drops of sperm were smeared on the slide to observe the morphology and vitality. If most of the sperm moved in a straight line and had a complete tail, it was judged as qualified. A small amount of sperm was taken and incubated at 50°C for 5min, and then a blood cell counting board was used to count the sperm. To improve the low fertilization rate of the vitrified oocytes, a Pizol oscillator (Primetech, Ramat‐Gan, Israel) connected to a micromanipulator was used to “punch holes” in the zona pellucida: each oocyte had three holes at different positions. The treated sperm capable of fertilization and the oocytes were incubated in 50 μL droplets of G-IVF™ plus under mineral oil at 37°C with 5% CO2. Each drop contained about 40 oocytes and the final concentration of sperm was 2.0 × 10^6^/mL. After 5 h, 2PN zygotes were selected and washed under a stereomicroscope before the embryo culture. After being cultured for 24 h in KSOM at 37°C with 5% CO2, the embryos developed into the two-cell stage, and 25 embryos were surgically transplanted into the ampulla of the oviduct of each pseudopregnant female. These mice were obtained by mating naturally estrous female mice with male mice with vasoligation and a total of seven successfully mated. During the embryo transfer, the recipient female mice were under general anesthesia and placed in a prone position. An incision was made at the corresponding position of the ovary on the back side under sterile conditions to expose the ovary and oviduct and fix them. The ampulla of the oviduct was found through the anatomy microscope. A pair of microscissors was used to cut a small opening, and then the embryo transfer tube (self-made capillary glass tube) was inserted. After entering a certain distance towards the uterus, the pre-drawn embryos were injected. By the time the transfer finished, the muscles and skin were sutured and disinfected. The animals were subsequently kept in the vivarium until the studies were complete. From birth to 8 weeks old, the weight of the offspring was recorded.

### 2.4 Acquisition of tissue samples

For the sequencing research, three individual samples that were obtained from different litters were included in each group. After the offspring female mice at 8 weeks old were killed by cervical dislocation, half of the heart tissue from the apical area (equivalent to the ventricular part) and the whole spleen were taken. The heart and spleen tissues were washed with normal saline to remove the blood. Then, they were cut into 0.5 × 0.5 cm pieces using sterile RNase-free surgical scissors. Liquid nitrogen was added so that the samples could be ground into powder, after which they were placed into a sterile RNase-free EP tube, and TRIzol solution was then added to fully lyse them. Later, the total RNA for RNA sequencing (RNA-seq) according to the conventional RNA extraction steps was obtained.

### 2.5 Transcriptome sequencing and bioinformatics analysis

First, Agilent 2100 was used to test the concentration, purity and RNA integrity number (RIN) of the prepared RNA samples. For the qualified samples, the standard Illumina protocol was carried out to construct cDNA libraries comprising ribosome RNA (rRNA) removal, messenger RNA (mRNA) isolation and fragmentation, complementary DNA (cDNA) double-strand synthesis and purification, cDNA terminal repair, 3’ end plus A, adaptor ligation, screening cDNA fragments of around 200 bp, PCR library enrichment and purification. Then, sequencing was performed through the Illumina hiseq2500 platform. For the raw sequencing reads, the adapter sequence and low-quality bases were removed through Fastp (version 0.18.0) to obtain clean reads. After filtering out the rRNA reads, genome mapping was performed on the clean reads using Hisat2 (version 2.4). Then, gene expression was calculated by STRINGtie (version 1.3.1), and the results were expressed by fragment per kilobase of transcript per million mapped (FPKM). To screen out the differential genes between the groups, R package DESeq2 suitable for small sample size was used with stricter cutoff values. The screening criteria for differential genes were the following: the FPKM in at least one group was greater than 1; the differential fold change (FC) was greater than 2.5; and the false discovery rate (FDR) was less than 0.05. For differentially expressed genes (DEGs) between the groups, GO and KEGG enrichment analyses were performed. Using the STRING online tool, the protein interaction of the screened DEGs was analyzed. The general steps included selecting “multiple proteins”, inputting the gene list to be analyzed, generating a protein interaction network according to the default parameters, and then performing K-means clustering with the default number of clusters.

### 2.6 qPCR validation of differential genes

Through a real-time fluorescent quantitative PCR (qPCR) test, the expression of certain differentially expressed genes (DEGs) found in sequencing analysis was verified, including functional, imprinted, and epigenetic modification genes. First, the total RNA extracted using the TRIzol method was reverse transcribed (AT311, TransGen Biotech, China) to obtain cDNA. The Primer-BLAST tool fromNCBI was used to design specific quantitative detection primers (**Table S2**). The quantitative PCR enzyme was TB green^®^ Premix Ex Taq ™ II (RR820, Takara, Japan), the detection instrument was a Roche LightCycler^®^ 96, and the PCR reaction conditions were 95°C for 50 s, 95°C for 5 s, and 58°C for 30 s at 40 cycles. Each PCR reaction contained 50ng of template cDNA. Based on the Ct values of the target and the reference genes, the relative expression difference between the groups was calculated by 2^−ΔΔCt^. The internal reference gene *GAPDH* was chosen. The PCR amplification efficiencies for the primers of the reference gene and the selected DEGs were verified. Each group consisted of five biological replicates, which were from different litters.

### 2.7 DNA methylation analysis of imprinted genes

For the imprinted genes in the offspring tissues affected by ART, bisulfite sequencing PCR (BSP) was further used to detect DNA methylation changes in the imprinting control region (ICR). After genomic DNA is treated with bisulfite, cytosine (C) at the unmethylated CpG dinucleotide is converted to uracil (U), which corresponds to thymine (T) after PCR amplification, while the methylated CpG remains unchanged. First, the genomic DNA was extracted from the control and experimental group tissues. Then, the DNA was subjected to C–T conversion using an EZ DNA Methylation-Direct™ Kit (E2003, Zymo Research, USA). Finally, using the transformed DNA as a template, a sequence on the ICR was amplified by nested PCR. The BSP primer sequences for Igf2 (28, 29) and Mest (30) were taken from the literature (**Table S3**). The PCR amplified product was analyzed using Sanger sequencing and compared with the original sequence to identify the DNA methylation sites. The ICR of the imprinted gene Mest is located in the 5’ region-harboring presumptive promoter (GeneBank acc. no. AF017994) (31). The ICR region of H19/IGF2 is also confirmed to be located in the 5’ non-transcribed region (GeneBank acc. no.U19619) (32, 33). The amplified Mest and Igf2 products contained 23 and 15 CpG sites, respectively. Each group consisted of five biological replicates, which were from different litters. An independent sample Student’s *t* test was used to analyze the statistical difference of the methylation level between the groups, and the difference was significant if *p* < 0.05.

### 2.8 Experimental design

To simulate a realistic procedure that a woman would undergo, the treatment group underwent a series of ART procedures including superovulation, egg freezing, IVF, and embryo culture and transfer. In the ART group, the female mice were ovulated with PMSG and hCG, and the MII oocytes were vitrified. After thawing, IVF was carried out. The embryos were cultured *in vitro* to the two-cell stage and then surgically transplanted. The female offspring were cultured to adulthood. In the control group, female mice in natural estrus were selected to be caged with adult male mice. After successful natural mating, the offspring mice were raised to 8 weeks. Heart and spleen tissues of the female offspring from the two groups were taken, and the total RNA was extracted for transcriptome sequencing and qPCR validation.

## 3 Results

### 3.1 ART offspring birth and growth, transcriptome sequencing and sample relationship analysis

We counted the litter sizes of the control group and the ART group and recorded the weight of the offspring mice from birth to 8 weeks. As a result, the fertilization rate of oocytes in the ART group was 46.3%, the two-cell rate was 87.5%, and the birth rate of the ART offspring was 39.2%, relative to the number of two-cell embryos transferred (**Table 1**). Both the control group and the ART group had 5 litters of offspring mice, of which the former contained a total of 51 progenies (10, 9, 6, 12, 14), while the latter was made up of 49 progenies in total (13, 10, 7, 11, 8). No significant difference was observed in the litter size between the two groups, while the average body weight of the newborn mice in the ART group was significantly lower than that in the control group. It was worth noting that the difference in the body weight between the two groups disappeared during the subsequent growth (**Figure 1**).

**Table 1:** Effects of ART on preimplantation embryo development and birth of offspring mice.

Groups	Fertilization rate (%)	two-cell rate (%)	Litters	Total offspring	Litter size
Control	NA	NA	5	51	10.20 ± 3.03 (NA)
ART	46.3 ± 2.3	87.5 ± 1.7	5	49	9.80 ± 2.39 (39.2%)

The fertilization rate refers to the ratio of 2PN zygotes to the oocytes survived after vitrification. The two-cell rate was calculated relative to the number of fertilized oocytes. Values are shown as mean ± standard deviation. “%” refers to the ratio of the total number of ART offspring to the total number of transferred two-cell embryos.

NA, Not Applicable.

**Figure 1:**
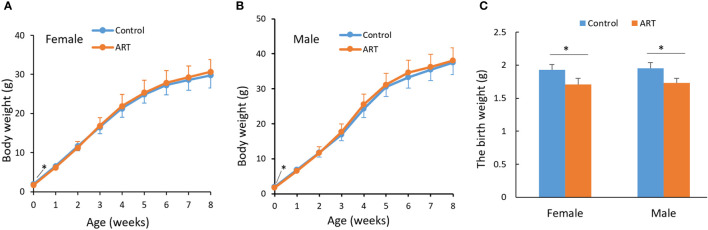
Growth curve of mice within eight weeks after birth. **(A)** Body weight of female offspring; **(B)** body weight of male offspring; **(C)** a histogram showing the birth weight of the offspring mice. Blue and orange lines represent the control group and ART group respectively. N equals 10 in all groups. Values are means ± SD. “*” represents a statistically significant difference by t-test (p < 0.05).

To further explore the effects of ART on gene expression in adult offspring, the heart and spleen tissues of the control and ART adult female offspring were obtained for transcriptome sequencing. 

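CD-1 (ICR) mice are an outbred stock, so the animals of a group are not genetically identical. The offspring of the ART group came from oocyte vitrification, in vitro fertilization, embryo culture and transfer, and those of the control group from natural pregnancy. Tissue was taken at 8 weeks of age from animals described as female, each from a different litter of its group. The heart samples were the apical part, which is mainly ventricle, and the spleen samples the whole organ. 11 libraries were used here, namely 3 control hearts (HC1 to HC3), 3 ART hearts (HT1 to HT3), 3 control spleens (SC1 to SC3) and 2 ART spleens (ST1 and ST2). The paper's discussion states that the sequencing quality of a further ART spleen sample was suboptimal, and no values of that sample were used here. The sample labels name the same tissues and groups, but their extraction text speaks of liver and kidney, and they give 20 transferred embryos per recipient where the paper's methods give 25.
For each of 22298 genes the authors deposited an FPKM value per library, that is, fragments per kilobase of transcript and depth of mapped fragments, and an estimated count of fragments. The paper's text does not name the tool that made the counts. Between 7.62% and 10.3% of the count values of a library were not whole numbers, so counts were rounded before any test. The summed counts on genes were 20208367, 19908174 and 20652640 in HC1 to HC3, 19993289, 19029466 and 18423125 in HT1 to HT3, 19492407, 15089832 and 16158555 in SC1 to SC3, and 13719870 and 17922380 in ST1 and ST2. The groups did not differ in these totals beyond the spread of their libraries (two-sided exact permutation test, p = 0.2 in the heart and p = 0.7 in the spleen, where the smallest p these group sizes allow is 0.1). A gene without counts in a library may hold up to 3 counts, which is 0.145 to 0.219 CPM (counts scaled to the summed counts of the library) in these libraries. Such limits cover counting error only, since reads amplified by PCR are not independent molecules. Between libraries of a group, Spearman's rho of FPKM across genes was 0.975 to 0.983. Counts of such a pair differed by more than sampling noise alone gives, with a chi-square of 11.3 to 66.7 per degree of freedom.
The 13 mitochondrially encoded protein-coding genes took 26.5% ± 1.41 (SD, n = 3) of the counts in control hearts and 44.1% ± 5.42 (SD, n = 3) in ART hearts. The libraries of these groups did not overlap, at 25.5% to 28.1% and 39.6% to 50.1% (exact permutation test, two-sided p = 0.1). In the spleen the share was 4.72% ± 0.0777 (SD, n = 3) in the control group and 4.28% ± 0.0792 (SD, n = 2) in the ART group, again without overlap (exact permutation test, two-sided p = 0.1). Of the summed FPKM, these genes held 38.9% in control hearts, 59.8% in ART hearts, 8.04% in control spleens and 7.14% in ART spleens.
Each tissue was tested alone with edgeR's quasi-likelihood F test after TMM normalization, on the 13331 genes in the heart and 14249 in the spleen that passed edgeR's filter on low counts. A gene was counted as differentially expressed under the paper's criteria, with a Benjamini-Hochberg adjusted p under 0.05, a ratio of mean FPKM over 2.5 in either direction, and a mean FPKM over 1 in at least 1 group. The paper applied these criteria to DESeq2 results. Coordinates are those of GRCm38.

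**Figure D1:**
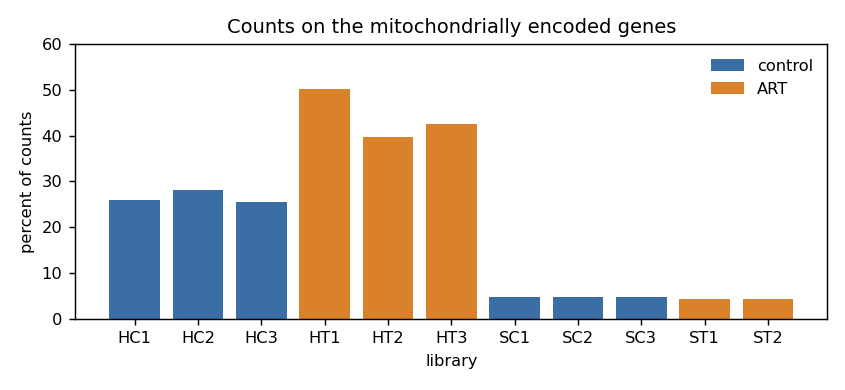
Share of the counts of each library taken by the 13 mitochondrially encoded genes, in percent, with 1 bar per library. The ART hearts stand at 39.6% to 50.1%, above the control hearts at 25.5% to 28.1%, and the spleen libraries stay under 5%.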

The amount of sequencing clean data was about 6 GB, and the base quality value Q20 > 97%, Q30 > 93% (**Table S4**). The number of raw reads per sample was 4–5 × 10^7^, and the proportion of clean reads was more than 96%. The clean reads were mapped to the mouse reference genome (Ensembl_release100), and the results showed that the mapped rates of the samples were more than 95%, and the unique mapped reads rate was 73–88%. The sequencing saturation of all samples was good, and the gene coverage detected in the heart was about 70% and close to 74% in the spleen (**Table S5**). 

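A gene was taken as covered when its FPKM was above 0. Covered genes numbered 15620, 15669 and 15665 in HC1 to HC3 and 15612, 15964 and 15725 in HT1 to HT3, which is 70.0% to 71.6% of the 22298 genes listed. The spleen libraries covered 16520, 16430 and 16464 genes in SC1 to SC3 and 16328 and 16380 in ST1 and ST2, or 73.2% to 74.1%. Among genes with an FPKM over 1, the median FPKM was 7.53 to 7.94 in control hearts, 5.88 to 6.72 in ART hearts, 11.8 to 12.3 in control spleens and 11.3 to 12.1 in ART spleens. The 10 most abundant genes of a library held 28.5% ± 1.10 (SD, n = 3) of the counts in control hearts and 44.3% ± 5.09 (SD, n = 3) in ART hearts, without overlap (exact permutation test, two-sided p = 0.1). In the spleen these shares were 12.8% ± 0.765 (SD, n = 3) and 13.4% ± 2.73 (SD, n = 2), a difference within the spread of the libraries (exact permutation test, two-sided p = 0.8).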

Most genes were shown to be commonly expressed in the heart and spleen of the control and ART groups based on the venn diagram generated using the gene expression data. However, there were still some genes with differential expression between the two groups in the same organ. (**Figure 2A**). 

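With a mean FPKM over 1 as the criterion for expression, 11094 genes were expressed in control hearts and 10989 in ART hearts, and 10539 of them were shared. In the spleen, 12310 genes were expressed in the control group and 12191 in the ART group, with 11921 shared. The genes expressed in a single group of a tissue numbered 555 for control hearts, 450 for ART hearts, 389 for control spleens and 270 for ART spleens. The medians of these sets lay close to the criterion on both sides. The 555 genes of control hearts had a median FPKM of 1.39 there and 0.757 in ART hearts, and the 450 genes of ART hearts a median of 1.53 there and 0.603 in control hearts. Of the same sets, 124 and 239 genes were differentially expressed under the criteria above, against 4 of the 389 and 4 of the 270 in the spleen. With DESeq2 in place of edgeR these numbers were 127 and 254 in the heart, and 69 and 21 in the spleen. When expression was required in every sample of a group instead of on average, 855 genes were expressed in control hearts alone and 334 in ART hearts alone.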

To show the distribution of gene expression in different samples and to demonstrate the quality of the database construction and sequencing, we further created a violin plot using the FKPM value of the gene expression (**Figure 2B**). Then, principal component analysis (PCA) was performed on heart and spleen samples separately, which illustrated the good repeatability of the samples within the groups (**Figure 2C**).

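Principal components were computed on log2(FPKM + 1), scaled per gene, for the 11544 genes of the heart and 12580 of the spleen with a mean FPKM over 1 in a group. The first component held 63.1% of the variance in the heart, with control libraries at -87.0 to -68.6 and ART libraries at 54.2 to 104.2. Its share in the spleen was 38.7%, with control libraries at -84.9 to -27.5 and ART libraries at 65.6 and 78.6. The second component held 16.9% in the heart and 26.7% in the spleen, and spread HT1 (69.1) from HT2 (-61.2), SC2 (-56.7) from SC3 (56.8) and ST1 (-67.6) from ST2 (43.2). As a root mean square difference in log2(FPKM + 1) per gene, control hearts were 0.2504 to 0.297 apart, ART hearts 0.415 to 0.526 apart, and hearts of different groups 0.677 to 0.857 apart. In the spleen, controls were 0.345 to 0.529 apart, the 2 ART libraries 0.505 apart, and libraries of different groups 0.547 to 0.739 apart. The alternative that moved the first component most was the use of all genes with a value above 0 in the heart (51.9%) and of unscaled values in the spleen (51.5%).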

**Figure 2:**
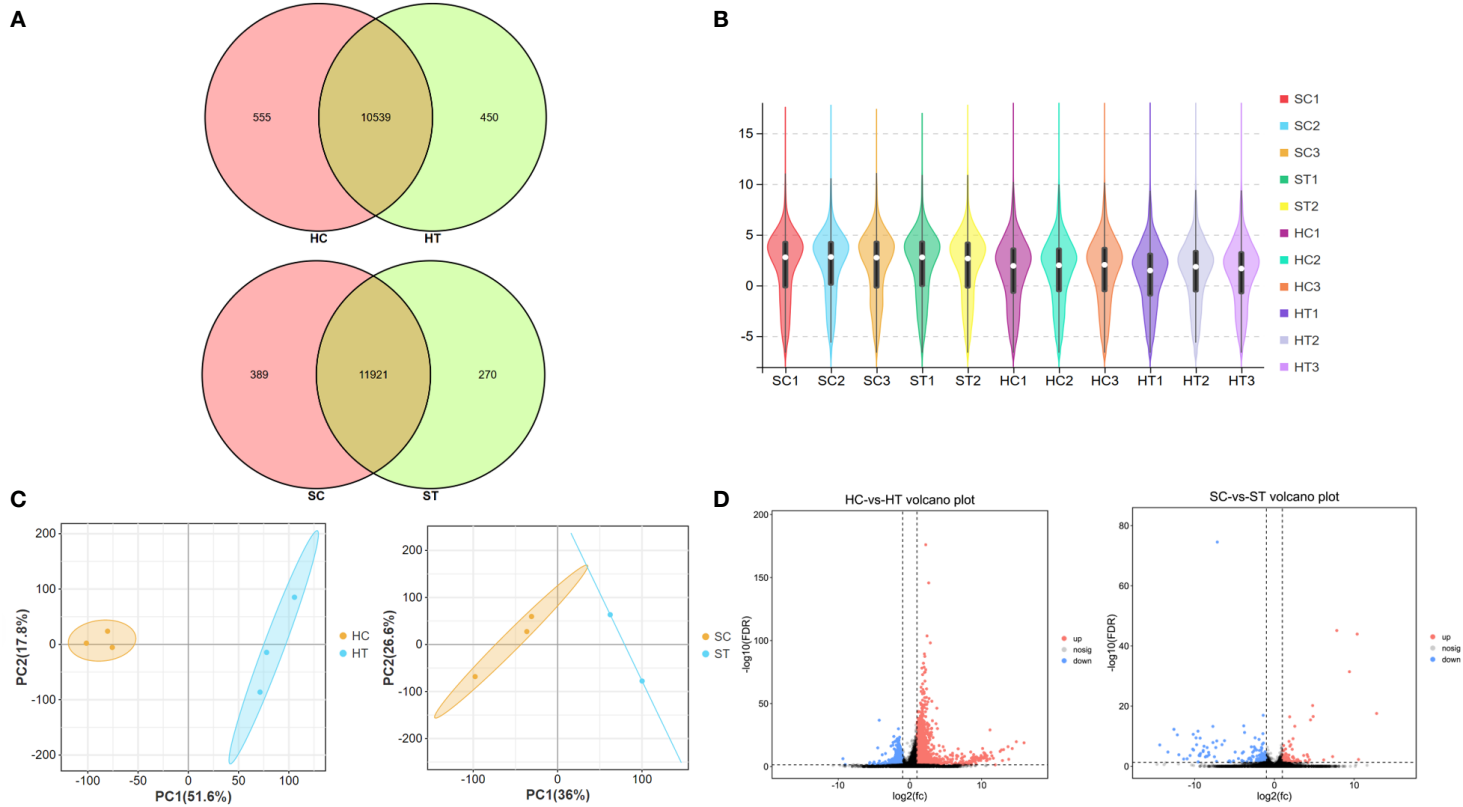
Assisted reproductive technology **(**ART)**-**changed gene expression profiles in heart and spleen tissues of offspring. **(A)** Venn diagram shows the number of genes that are co-expressed and specifically expressed between groups; **(B)** violin plot shows the distribution of gene expression in the sequenced samples; **(C)** principal content analysis (PCA) result of heart and spleen samples, respectively; **(D)** volcano plot indicates the differently expressed genes (DEGs) between ART and control groups in heart and spleen, respectively. HC and HT represent the heart tissue of the offspring of the control and ART group, respectively; SC and ST represent the spleen tissue of the offspring of the control group and the ART group, respectively.

### 3.2 Effect of ART on the whole gene expression in heart and spleen tissues of adult offspring

A total of 1060 genes were differentially expressed in the heart of the ART offspring, of which 497 were downregulated and 563 were upregulated (**Figure 2D**). 

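edgeR's test counted 1040 of 13331 genes as differentially expressed in the heart, 553 higher and 487 lower in the ART group. With DESeq2 in its place, 1060 of 15349 genes were counted, 563 higher and 497 lower, and 1022 genes were shared by both tests. Before the criteria on FPKM, 5864 genes had an adjusted p under 0.05 in edgeR. In 995 of the 1040 genes no ART library overlapped a control library, and this held for 65.3% of the 11515 tested genes with a mean FPKM over 1 in a group, where chance gives 10%. Overlap was scored on FPKM, where the median log2 ratio of these genes was -0.42. A shift of whole libraries can thus separate the groups, so 65.3% is not a share of genes that changed singly. The alternative that moved the count most was the loss of the fold threshold, which gave 5456 genes.
The direction of change depended on the scale. Over the 11515 genes the median log2 ratio of mean FPKM was -0.42, whereas the median log2 fold change fitted by edgeR was -0.0031. Of the 487 lower genes, 401 had a fitted fold change under 2.5, against 2 of the 553 higher genes, and none of the 1040 changed sign. With the fitted fold change in the criteria, 1047 genes were counted, 961 higher and 86 lower, of which 637 were among the 1040. When the mitochondrially encoded genes were taken out of the denominator of FPKM, a setting chosen after seeing the data, 1011 genes were higher and 118 lower. Without HT2, 473 genes were higher and 845 lower, without HT1 635 and 359, and without HC3 539 and 347. The change also ran with the GC content of the genes, which had a median of 41.6% in the higher genes, 55.6% in the lower genes and 50.7% in all tested genes. A fit with terms for 5 equal classes of gene length and of GC content, also chosen after seeing the data, counted 855 genes, 512 higher and 343 lower, and 489 when its own fold change was used.
Among the higher genes the smallest adjusted p values belonged to *Ssb*, *Nexn* and *Ogn* (1.51e-05 each in edgeR, with every ART library above every control). *Ssb* (chromosome 2, 69861562 to 69871846) rose from a mean FPKM of 9.19 ± 1.17 (SD, n = 3) to 48.3 ± 4.74 (SD, n = 3), a log2 fold change of 2.86 (standard error 0.105). *Nexn* on chromosome 3 and *Ogn* on chromosome 13 had log2 fold changes of 2.72 and 3.03 (standard errors 0.0996 and 0.113). Among the lower genes these were *AU040320* (log2 fold change -1.68, adjusted p = 6.87e-05 in edgeR), *Gm10184* (-8.75, adjusted p = 6.87e-05) and *Abca4* (-3.86, adjusted p = 7.08e-05), with every ART library below every control. *Gm10184* (chromosome 17, 89908462 to 89910449) had 1903, 1533 and 958 counts in HC1 to HC3 and 7, 0 and 0 in HT1 to HT3, so that its fitted log2 fold change is uncertain in size (-13.4 to -8.13 without single libraries), and it was near 0 in the ART spleens too.

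**Figure D2:**
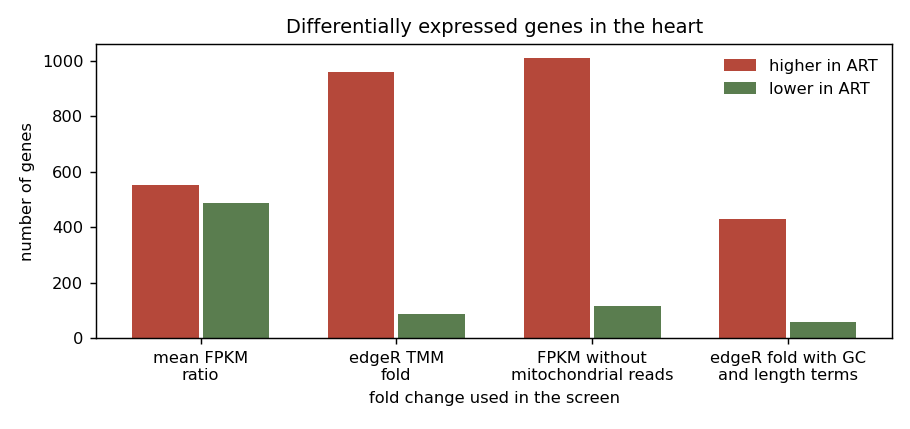
Number of differentially expressed genes higher and lower in ART hearts under 4 ways to take the fold change. The ratio of mean FPKM gives 553 higher and 487 lower genes, and the fold change fitted by edgeR gives 961 and 86.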

The DEGs in the heart were then subjected to gene ontology (GO) and *Kyoto Encyclopedia of Genes and Genomes* (KEGG) enrichment analysis (**Figures 3A, B**; **Supplementary Materials**, **Table S6**). Five pathways were found to be significanly enriched for these DEGs, which were not related to cardiac function. 

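*mt-Co2*, *mt-Cytb*, *Trdn*, *Myl4* and *Atp2a3* are the genes of the cardiac muscle contraction pathway in the paper's supplement, and all 5 were differentially expressed in the heart in edgeR (5 when adjusted over the list alone, which is not independent evidence since the list was chosen on these samples). *Trdn* (chromosome 10, 33080554 to 33476709), which encodes triadin of the sarcoplasmic reticulum, rose from an FPKM of 38.5 ± 1.79 (SD, n = 3) to 158.2 ± 11.0 (SD, n = 3), with a log2 fold change of 2.64 (adjusted p = 2.05e-05 in edgeR, higher in 3 of 3 ART libraries). The mitochondrial genes *mt-Co2* and *mt-Cytb* had log2 fold changes of 1.99 and 1.75 (adjusted p = 0.000552 and 0.000889 in edgeR, each higher in 3 of 3 ART libraries). The FPKM ratio of *mt-Cytb* was 2.51, close to the threshold, and without HT1 only 3 of the 5 genes met all criteria. *Atp2a3* (chromosome 11, 72961169 to 72993044) fell from 6.56 ± 0.207 (SD, n = 3) to 2.40 ± 0.479 (SD, n = 3), with a fitted log2 fold change of -1.05, which is under the fold threshold (adjusted p = 0.000537 in edgeR, lower in 3 of 3 ART libraries). *Myl4* (chromosome 11, 104550663 to 104595753), a myosin light chain of the atria, varied most between controls, with an FPKM of 59.3, 12.9 and 155.8 in HC1 to HC3 and 2.88, 6.49 and 7.90 in HT1 to HT3 (log2 fold change -3.33, standard error 0.786, adjusted p = 0.0103 in edgeR). With the expression of Y-linked genes as a covariate, the adjusted p of *Myl4* was 0.107 in edgeR, the highest among the alternatives, whose lowest was 0.00138.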

Although cardiac muscle contraction did not show significant enrichment (*q* > 0.05), it contained five differential genes: *mt-Co2, mt-Cytb, Trdn, Myl4* and *Atp2a3*. The results of the GO enrichment showed that the most significantly enriched biological processes of cardiac DEGs were related to RNA transcriptional synthesis. The cardiovascular-related terms “circulatory system development” and “cardiovascular system development” were also revealed to be significant functional terms although they were not included in the top-20 terms. 

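Circulatory system development and its subset, cardiovascular system development, are terms of the Gene Ontology, and their genes were taken from the paper's supplement. All 82 genes listed for the first term were tested in edgeR, and 79 were differentially expressed, 23 higher and 56 lower in ART hearts. Of the 58 genes of the second term, 56 were differentially expressed, 16 higher and 40 lower. Adjusted over the list alone the counts were 82 and 58, which is not independent evidence because the paper chose the genes on these samples. The log2 fold changes of the 82 genes had a median of -1.02 and ranged from -1.86 to 5.56. When the fold change fitted by edgeR was used in the criteria, 23 higher and 7 lower genes of the first term remained, and 16 higher and 4 lower genes of the second. The median GC content of the genes was 54.7% and 54.6%, above that of all tested genes. Without HC3, 38 of the 58 genes were differentially expressed, 14 higher and 24 lower.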

The former contained 82 differential genes (**Supplementary Materials**, **Table S6**), and the latter contained 58 (**Figure 3C**). The interaction and clustering analysis of these 58 genes were performed using the STRING online tool. The core genes included *Ccl2, Ptgs2, Rock1, Mapk14, Agt*, and *Wnt5a* (**Figure 3D**). qPCR verified the differential expression of *Rock1* and *Mapk14* (**Table 2**).

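*Mapk14* (chromosome 17, 28691329 to 28748406), which encodes a p38 kinase, fell from an FPKM of 30.2 ± 2.56 (SD, n = 3) in control hearts to 10.3 ± 0.587 (SD, n = 3) in ART hearts, a log2 fold change of -1.17 (standard error 0.121, adjusted p = 0.000241 in edgeR, lower in 3 of 3 ART libraries). *Ptgs2* (chromosome 1, 150100031 to 150108227) rose from 0.313 ± 0.139 (SD, n = 3) to 1.91 ± 0.738 (SD, n = 3), with a log2 fold change of 3.01 (adjusted p = 0.000826 in edgeR, higher in 3 of 3 ART libraries). *Wnt5a* (chromosome 14, 28504750 to 28527448) had a log2 fold change of -1.02 (adjusted p = 0.0041 in edgeR, lower in 3 of 3 ART libraries). Without single libraries the adjusted p was at most 0.00254 for *Mapk14*, 0.00485 for *Ptgs2* and 0.0198 for *Wnt5a* in edgeR. The FPKM of *Ccl2* (chromosome 11, 82035571 to 82037453) was 0.91, 1.48 and 2.44 in HC1 to HC3 and 24.4, 5.95 and 2.47 in HT1 to HT3, a log2 fold change of 3.28 (adjusted p = 0.0173 in edgeR), and its adjusted p rose to 0.0691 without HC1 and 0.0582 without HC2. For *Agt* (chromosome 8, 124556534 to 124569706) the log2 fold change was -1.11 (adjusted p = 0.0358 in edgeR, lower in 3 of 3 ART libraries), and the adjusted p was 0.146 without HC1, 0.0948 without HC3, 0.0668 without HT2 and 0.0952 without HT3. With length and GC terms the adjusted p in edgeR was 0.086 for *Ccl2* and 0.211 for *Agt*, where the alternatives gave 0.00583 to 0.217 and 0.0166 to 0.231. The fitted fold changes of *Mapk14*, *Wnt5a* and *Agt* were under 2.5, while their ratios of mean FPKM were 0.342, 0.388 and 0.349.

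**Figure D3:**
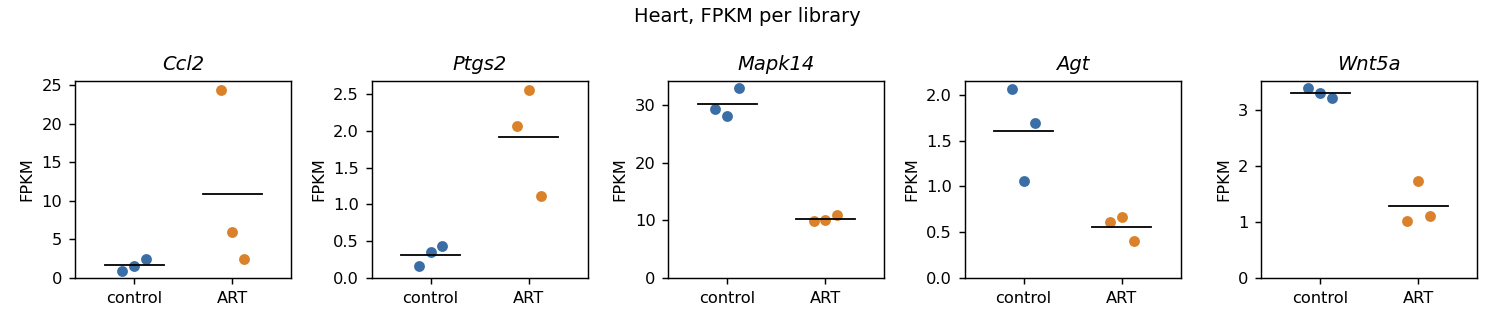
FPKM of *Mapk14*, *Ptgs2*, *Wnt5a*, *Ccl2* and *Agt* in each heart library, with a point per library and a line at the group mean (n = 3 per group). In each panel all ART libraries lie on 1 side of all controls, and HT1 stands apart in *Ccl2* at 24.4.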

**Figure 3:**
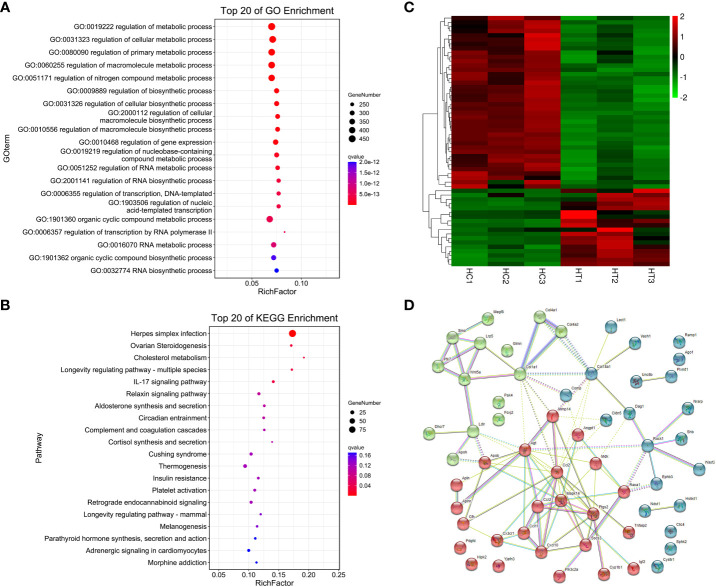
Functional enrichment and interaction analysis of DEGs in heart tissue of ART offspring. **(A, B)** GO and KEGG enrichment analysis of DEGs in the heart (top 20), respectively; **(C)** heatmap shows the 58 DEGs included in the term “cardiovascular system development”; **(D)** the interaction of the above 58 DEGs was analyzed by STRING software, and kmeans clustering was performed.

**Table 2:** qPCR validation of gene expression in offspring affected by ART.

Organ	Gene Symbol	Fold Change (RNA-Seq)	Fold Change (qPCR)
Heart	*IGF2*	0.38	0.27
	*MEST*	0.4	0.33
	*KDM2A*	0.4	0.31
	*MAPK14*	0.34	0.38
	*ROCK1*	3.17	4.25
*Spleen*	*KDM5D*	227.33	85.44
	*FOS*	27.85	18.36
	*JUN*	4.18	4.72

“Fold Change” indicates the ratio of gene expression in the vitrified group relative to that in the control group.

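In the spleen, 3 control libraries were compared with 2 ART libraries. edgeR's test counted 9 of 14249 genes as differentially expressed, 5 higher and 4 lower in the ART group, and 2103 genes had an unadjusted p under 0.05. All 9 separated the groups without overlap, as did 36.9% of the 12529 tested genes with a mean FPKM over 1 in a group, where chance gives 20%. The common biological coefficient of variation was 25.2% in the spleen and 19.5% in the heart. The result depended on the test more than in the heart, since DESeq2 in place of edgeR counted 179 of 14757 genes, 63 higher and 116 lower, the 9 genes among them. Without SC1 edgeR counted 47 genes (10 higher and 37 lower), without SC2 5 and without SC3 9. The median log2 ratio of mean FPKM was -0.046 and the median fitted log2 fold change 0.029.
The higher genes were *Kdm5d*, *Ddx3y*, *Eif2s3y* and *Uty* of the Y chromosome and *Phf11d*, whose FPKM rose from 9.86 to 37.4 (log2 fold change 1.87, adjusted p = 0.0278 in edgeR, higher in both ART libraries). *Ddx3y* was at least 822-fold higher in the ART spleens and *Eif2s3y* at least 339-fold, since all control libraries were at or under 3 counts (adjusted p = 0.00235 in edgeR for each). The lower genes were *Gm10184*, *Pilrb1*, *Gm26992* and *Upk3b*. *Gm10184* fell from an FPKM of 84.8 ± 20.68 (SD, n = 3) to 0.595 ± 0.332 (SD, n = 2), a log2 fold change of -7.12 (adjusted p = 0.00408 in edgeR, lower in both ART libraries). *Upk3b* had a log2 fold change of -3.72 (adjusted p = 0.0487 in edgeR, lower in both ART libraries). *Pilrb1* (chromosome 5, 137852147 to 137858106) was at least 67.9-fold lower (adjusted p = 0.0154 in edgeR) but had an adjusted p of 0.0518 without SC2. *Gm26992*, at least 54.1-fold lower (adjusted p = 0.0426 in edgeR), overlaps other X-linked genes, *Xist* among them, so its reads are uncertain. Its adjusted p in edgeR was 0.0711 without SC2 and 0.107 without SC3. The Y-linked genes were near 0 in all control spleens and detected in both ART spleens, although the animals are described as female. If sex differed in this way, it would coincide with ART, so this comparison alone cannot tell sex from ART.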

179 genes were found to have abnormal expression in the spleen, including 116 down-regulated and 63 up-regulated genes (**Figure 2D**). GO analysis found that these DEGs were enriched in some biological processes related to the immune response such as “defense response to bacteria”, “complex activation”, “phagocytosis, recognition” and “human immune response” (**Figure 4A**; **Supplementary Materials**, **Table S6**). KEGG analysis also displayed that these DEGs were significantly enriched in the immune-related pathways, including the “B cell receptor signaling pathway”, “hematopoietic cell lineage”, “primary immunity”, “natural killer cell mediated cytotoxicity”, and “Fc gamma R-mediated phagocytosis” (**Figure 4B**; **Supplementary Materials**, **Table S6**), in which 16 DEGs were enriched (**Figure 4C**). 

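The 16 genes of these pathways were taken from the paper's supplement, and all 16 were tested. None reached an adjusted p under 0.05 over all genes in edgeR, where the values ran from 0.0597 to 0.256, while all 16 had an unadjusted p under 0.05. Adjusted over the list alone 16 genes passed, which is not independent evidence because the study picked the list on these samples. Their fitted log2 fold changes were positive in 12 genes and negative in 4, with a median of 2.07, and in each of the 16 both ART libraries lay on the same side of all controls. *Igha*, the constant region of immunoglobulin A, rose from an FPKM of 239.9 to 930.9, a log2 fold change of 2.01 (adjusted p = 0.0936 in edgeR). *Ighv1-64*, a variable segment, had a log2 fold change of 2.62 (adjusted p = 0.0597 in edgeR, and 0.0114 without SC1). Reads of variable segments can match several segments, so their single values are less certain than that of *Igha*. Under DESeq2 all 16 genes met the criteria. Among fits that each left out 1 library, up to 2 of the 16 did.

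**Figure D4:**
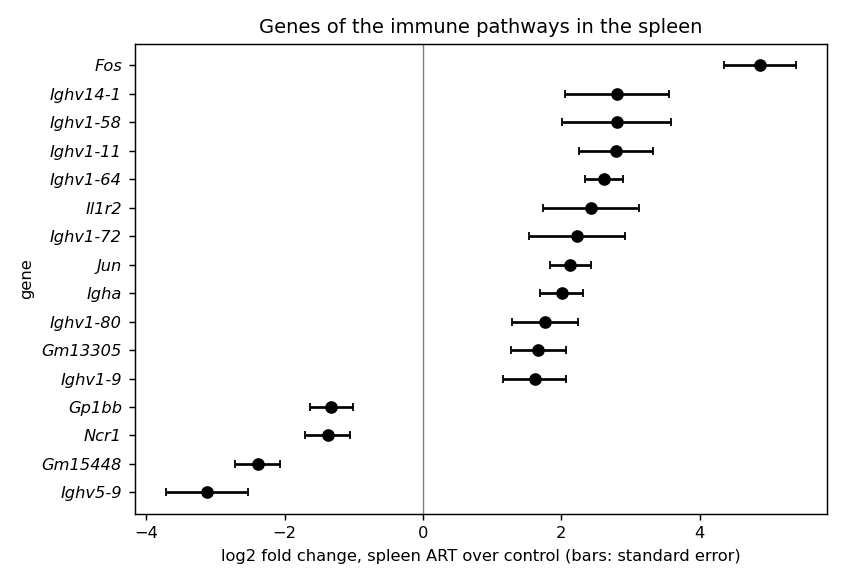
Log2 fold change of each of the 16 genes, ART over control spleens, as fitted by edgeR, with bars for its standard error (3 control and 2 ART libraries). 12 genes lie above 0 and 4 below.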

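*Fos* and *Jun*, which encode partners in the transcription factor AP-1, and *Il1r2*, a receptor of interleukin-1, belong to the same 16 genes. *Fos* (chromosome 12, 85473890 to 85477273) rose from an FPKM of 2.59 ± 1.18 (SD, n = 3) to 72.2 ± 38.6 (SD, n = 2), a log2 fold change of 4.88 (standard error 0.519, adjusted p = 0.0597 in edgeR, higher in both ART libraries). Its adjusted p was 6.37e-21 in DESeq2, the lowest of the alternatives, whose highest was 0.0819. In edgeR it was 0.00912 without SC1 and up to 0.108 without another control library. *Jun* (chromosome 4, 95049034 to 95052222) rose from 7.60 ± 1.09 (SD, n = 3) to 31.8 ± 14.2 (SD, n = 2), a log2 fold change of 2.13 (adjusted p = 0.0747 in edgeR, higher in both ART libraries), and its adjusted p was 6.21e-08 in DESeq2, where the alternatives reached 0.166. *Il1r2* (chromosome 1, 40074079 to 40125231) had an FPKM of 1.28 ± 0.430 (SD, n = 3) in control spleens and of 11.7 and 2.29 in ST1 and ST2. Its log2 fold change was 2.44 (adjusted p = 0.233 in edgeR, higher in both ART libraries) and 0.79 to 3.25 when single libraries were left out.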

STRING analysis showed that *Fos, Jun* and *Il1r2* interacted with each other (**Figure 4D**). The differential expression of *Fos* and *Jun* was verified by qPCR (**Table 2**).

**Figure 4:**
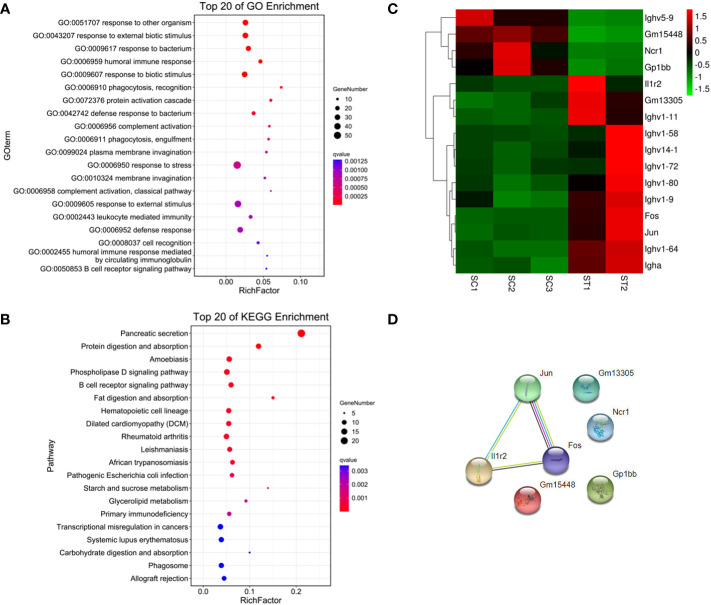
Functional enrichment and interaction analysis of DEGs in spleen tissue of ART offspring. **(A, B)** Gene ontology (GO) and *Kyoto Encyclopedia of Genes and Genomes* (KEGG) enrichment analysis of DEGs in spleen (top 20), respectively; **(C)** heatmap shows 16 DEGs included in immune related pathways; **(D)** the interaction analysis of the above 16 DEGs was performed using STRING software.

### 3.3 Effect of ART on expression of epigenetic modification-related factors in offspring tissues

The DEGs in the heart and spleen of ART offspring were compared with known epigenetic modifiers (https://epifactors.autosome.org/). 

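The paper's epigenetic modifiers for the heart, taken from its supplement, hold 42 genes, of which 40 passed the filter on low counts, and all 40 were differentially expressed in edgeR, 22 higher and 18 lower in ART hearts (40 when adjusted over the list alone, on samples that also served to choose the list). The log2 fold changes had a median of 1.75 and ranged from -1.96 to 4.60, and 22 higher and 2 lower genes kept the criteria with the fold change fitted by edgeR. With length and GC terms and their fitted fold change, a setting chosen after seeing the data, 8 higher and 1 lower genes did. *Npm1* rose from an FPKM of 44.2 to 130.4 (log2 fold change 2.05, adjusted p = 3.4e-05 in edgeR), *Mtf2* from 1.5 to 4.35 (2.07, adjusted p = 9.23e-05) and *Ddx50* from 7.83 to 20.68 (1.77, adjusted p = 6.87e-05), each higher in 3 of 3 ART libraries. With length and GC terms their log2 fold changes were 1.06, 1.19 and 0.896, each under a fold of 2.5 (adjusted p at most 0.00297 in edgeR). *Scmh1* fell from 21.6 to 7.93 (log2 fold change -0.89, adjusted p = 0.000331 in edgeR, lower in 3 of 3 ART libraries), and its fitted fold change was under 2.5.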

The results showed that 42 genes were abnormally expressed in the heart (**Figure 5A**), among which *Ddx50* was related to RNA modification, *Mtf2* and *Scmh1* were Polycomb-group (PCG) proteins, *Npm1* is a histone chaperone, and the others were related to chromatin remodeling or histone modification. Five genes were abnormally expressed in the spleen (**Figure 5B**), of which *Adnp* was a chromatin remodeling cofactor, and the others were related to histone modification. 

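The 5 genes are *Kdm5d*, *Uty*, *Kdm6a*, *Adnp* and *Hspa1a*. *Kdm5d* (Y chromosome, 897788 to 956786) rose from an FPKM of 0.0300 ± 0.0100 (SD, n = 3) in control spleens, where it had 6, 2 and 4 counts, to 6.82 ± 2.18 (SD, n = 2), a log2 fold change of 7.70 (standard error 0.356, adjusted p = 0.00235 in edgeR, higher in both ART libraries). *Uty* (Y chromosome, 1096861 to 1245759) was at least 193-fold higher in the ART spleens, at an FPKM of 7.26 ± 1.31 (SD, n = 2), with all control libraries at or under 3 counts (adjusted p = 0.00987 in edgeR). Both are Y-linked genes in animals described as female, and they were detected in ST1, ST2, HT1 and HT3 and near 0 in HT2. *Kdm6a* (chromosome X, 18162575 to 18279936), whose Y-linked copy is *Uty*, fell from 41.7 ± 1.68 (SD, n = 3) to 15.5 ± 0.940 (SD, n = 2), a log2 fold change of -1.19 (adjusted p = 0.0676 in edgeR, lower in both ART libraries). *Adnp* (chromosome 2, 168180986 to 168207112) had a log2 fold change of -1.40 (adjusted p = 0.144 in edgeR, lower in both ART libraries) and *Hspa1a* (chromosome 17, 34969190 to 34972156) of 4.89 (adjusted p = 0.0676 in edgeR, higher in both, and 0.0442 without SC1). Of the 5 genes, 2 were thus differentially expressed over all genes and 5 when adjusted over the list alone, a list chosen on these samples. In DESeq2 all 5 met the criteria.

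**Figure D5:**
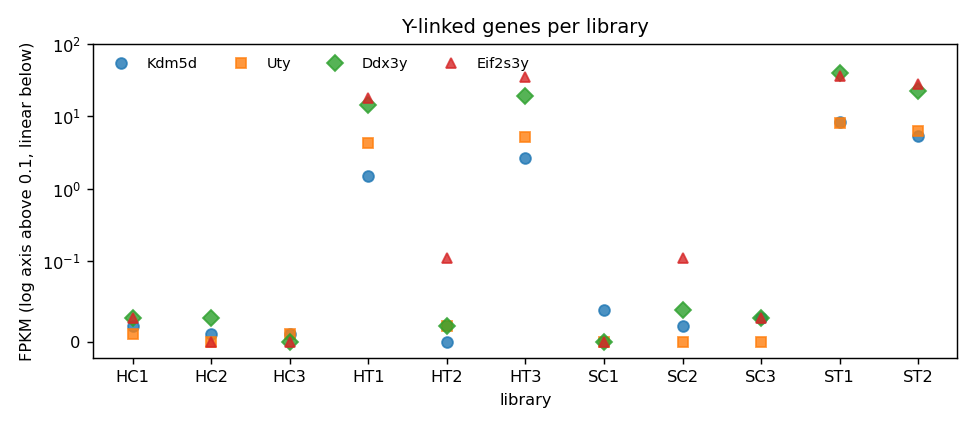
FPKM of the Y-linked genes *Kdm5d*, *Uty*, *Ddx3y* and *Eif2s3y* in each library, on an axis that is logarithmic above 0.1 and linear below. The control libraries and HT2 lie near 0, and HT1, HT3, ST1 and ST2 lie above 1.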

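*Smarca5*, an ATPase that remodels chromatin, rose in the heart from an FPKM of 3.06 ± 0.381 (SD, n = 3) to 8.66 ± 1.01 (SD, n = 3), a log2 fold change of 1.92 (adjusted p = 8.79e-05 in edgeR, higher in 3 of 3 ART libraries). *Arid4b* rose from 1.33 ± 0.345 (SD, n = 3) to 4.85 ± 0.551 (SD, n = 3), a log2 fold change of 2.23 (adjusted p = 9.23e-05 in edgeR, higher in 3 of 3 ART libraries). With length and GC terms the log2 fold change was 0.902 for *Smarca5*, under a fold of 2.5, and 1.47 for *Arid4b* (adjusted p = 0.00514 and 0.00123 in edgeR). The histone methyltransferase gene *Setd1b* fell from 3.85 ± 0.606 (SD, n = 3) to 1.18 ± 0.399 (SD, n = 3), with a log2 fold change of -1.21 (adjusted p = 0.000537 in edgeR, lower in 3 of 3 ART libraries). For the demethylase gene *Kdm2a* the ratio of mean FPKM was 0.397 and the fitted log2 fold change -0.52 (standard error 0.0981, adjusted p = 0.00376 in edgeR, lower in 3 of 3 ART libraries), so that the fitted fold change of both lower genes was under 2.5. In order, these genes lie on chromosome 8 (80698507 to 80739497), 13 (14063232 to 14199603), 5 (123142193 to 123168629) and 19 (4314419 to 4398285).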

To analyze the interaction between different epigenetic modifiers using STRING database, it was found that the core genes *Smarca5, Arid4b, Setd1b* and *Kdm2a* have interactions in the heart (**Figure 5C**), and *Kdm6a, Kdm5d* and *Uty* interacted in the spleen (**Figure 5D**). All of the above factors were related to histone modification or chromatin remodeling. The differential expression of *Kdm2a* and *Kdm5d* was verified by qPCR (**Table 2**).

**Figure 5:**
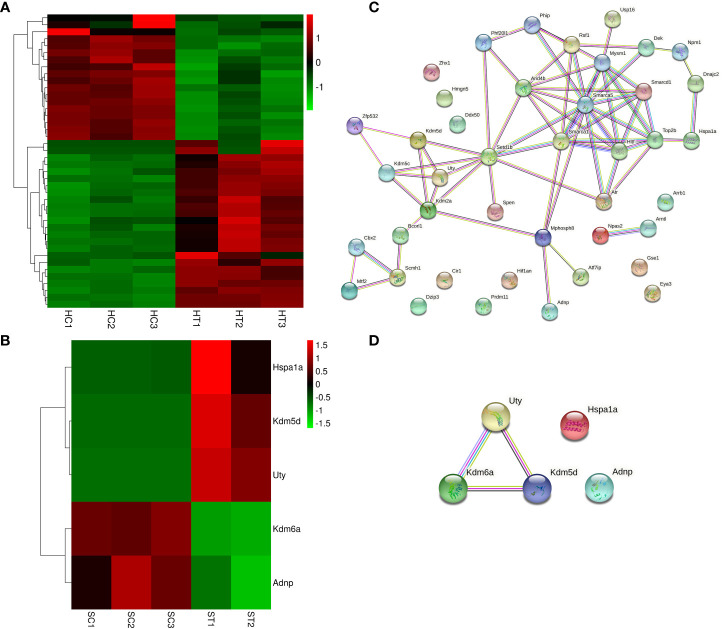
ART affects the expression of epigenetic modifiers in the heart and spleen of offspring. **(A, B)** Heatmap showing the effect of ART on the expression of epigenetic modifiers in the heart and spleen tissues of the offspring, respectively; **(C, D)** STRING analysis revealed the interaction between aberrantly expressed epigenetic modifiers in heart and spleen tissues of ART offspring, respectively.

### 3.4 Effect of ART on imprinted gene expression and methylation in offspring tissues

DEGs in the heart and spleen of ART offspring were compared with known mouse imprinted genes in the public database (https://www.geneimprint.com/site/home). 

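*Dhcr7*, *Igf2*, *Mest* and *Smoc1*, which are expressed from a single parental allele in some tissues, are the genes shown in the paper's figure. *Igf2* (chromosome 7, 142650766 to 142666816) fell from an FPKM of 27.6 ± 7.70 (SD, n = 3) to 10.4 ± 2.94 (SD, n = 3), a log2 fold change of -1.03 (standard error 0.185, adjusted p = 0.00304 in edgeR). *Dhcr7* (chromosome 7, 143823145 to 143848410) fell from 5.06 ± 0.736 (SD, n = 3) to 1.67 ± 0.677 (SD, n = 3), a log2 fold change of -1.16 (adjusted p = 0.00493 in edgeR), and *Smoc1* (chromosome 12, 81026808 to 81186414) from 4.34 ± 1.56 (SD, n = 3) to 1.31 ± 0.508 (SD, n = 3), a log2 fold change of -1.36 (adjusted p = 0.0116 in edgeR). *Mest* (chromosome 6, 30723547 to 30748465) fell from 11.7 ± 4.69 (SD, n = 3) to 4.68 ± 1.78 (SD, n = 3), a log2 fold change of -0.90 with an adjusted p of 0.0722 in edgeR, above the threshold. All 4 genes were lower in 3 of 3 ART libraries, 3 of them were differentially expressed over all genes, and 4 when adjusted over the list alone, a list chosen on these samples. For *Mest* the adjusted p was 0.0195 in DESeq2, where the alternatives reached 0.39, and in edgeR 0.0465 without HC1 and 0.0392 without HT1. With the fold change fitted by edgeR, only *Smoc1* kept a fold over 2.5. With the expression of Y-linked genes as a covariate, the adjusted p in edgeR was 0.0546 for *Igf2*, 0.0856 for *Dhcr7* and 0.122 for *Smoc1*, in each case the highest among the alternatives, whose lowest values were 7.51e-07, 9.78e-05 and 0.000192. Of 63 imprinted genes in the list used here, 45 were tested in the heart, 21 of them had an adjusted p under 0.05 in edgeR, and 3 met all criteria.

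**Figure D6:**
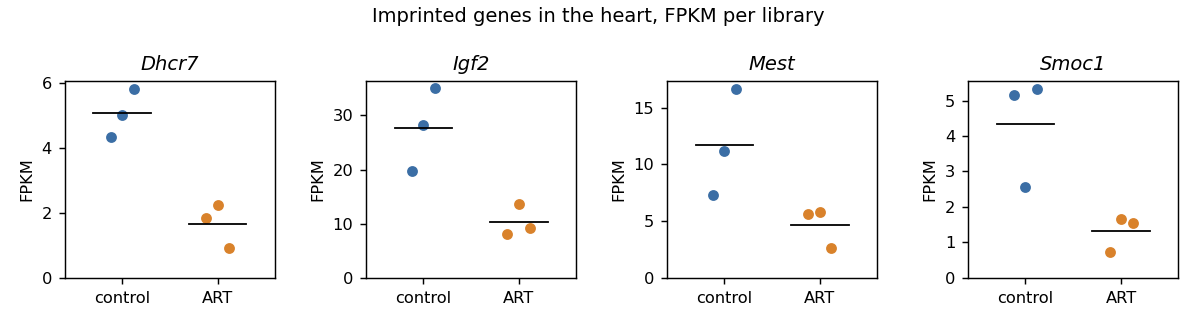
FPKM of *Igf2*, *Dhcr7*, *Smoc1* and *Mest* in each heart library, with a point per library and a line at the group mean (n = 3 per group). In each panel the 3 ART libraries lie below the 3 controls.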

The results showed that the expression of four imprinted genes in the hearts of the ART offspring significantly decreased (**Figure 6A**). Among these, *Dhcr7* is a paternal imprinted gene, and *Igf2, Mest*, and *Smoc1* are maternal imprinted genes. There was no significant differential expression in the expression of imprinted genes in the spleen between control and ART groups. qPCR experiments verified the abnormal expression of *Mest* and *Igf2* (**Table 2**). 

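Of the imprinted genes, 47 passed the filter on low counts in the spleen, and 0 were differentially expressed in edgeR, while 4 had an unadjusted p under 0.05. The smallest adjusted p among them was 0.214. Log2 fold changes fitted by edgeR were positive in 21 and negative in 26 of these genes. Those used in the test of the whole list with camera were positive in 20 and negative in 27. In the spleen *Igf2* had a log2 fold change of 0.18 (adjusted p = 0.83 in edgeR), *Dhcr7* of 0.06 (adjusted p = 0.908) and *Mest* of -0.97 (adjusted p = 0.31). Whether the change differed between the tissues was tested by the interaction of tissue and group. The log2 difference was -1.21 for *Igf2* (adjusted p = 0.0388 in edgeR) and -1.21 for *Dhcr7* (adjusted p = 0.0256). It did not pass the threshold for *Smoc1* (-1.30, adjusted p = 0.119 in edgeR) or *Mest* (0.07, adjusted p = 0.961).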

Then, the effect of ART on the DNA methylation of *Mest* and *Igf2* ICRs was further investigated using the bisulfite sequencing PCR (BSP) method. The results showed that the DNA methylation levels of both ICRs significantly increased: *Mest*, 72 vs. 57%; *Igf2*, 68 vs. 55% (**Figure 6B, C**).

**Figure 6:**
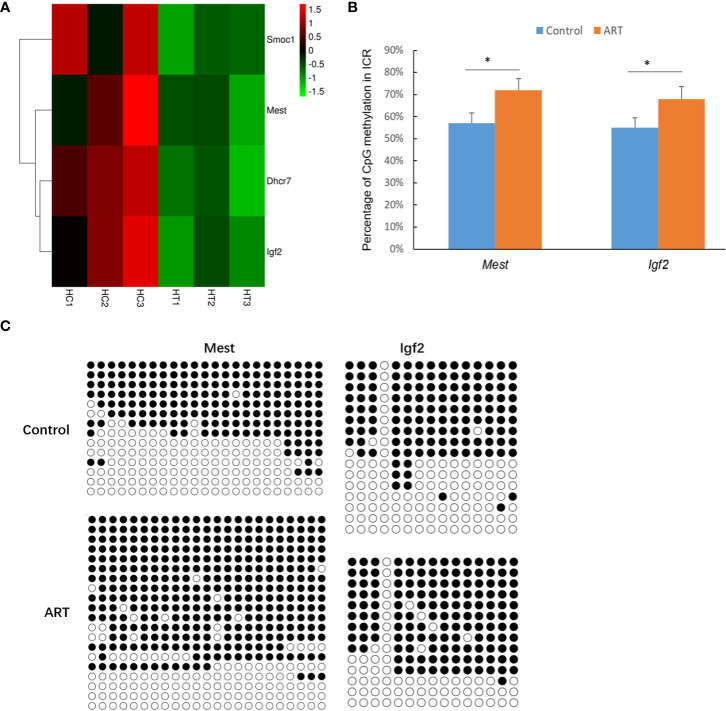
ART affects the expression and methylation of several imprinted genes in offspring hearts. **(A)** Imprinted genes with abnormal expression in heart tissue of ART offspring; **(B)** DNA methylation levels in imprinting control regions (ICRs) were detected by bisulfite sequencing PCR (BSP) method; **(C)** representative results of methylation of imprinted genes *Mest* and *Igf2*. Methylated and unmethylated CpG dinucleotides are represented by filled and open circles, respectively. Superscript “*” indicates significant difference between groups (*p* < 0.05).

## 4 Discussion

ART is of great significance to treat conventional infertility couples, blocking the transmission of genetic diseases to offspring, preserve the fertility of patients with malignant tumors, and building human sperm and oocyte banks. Most of the children who were conceived using ART are no different in most respects from the children born through natural pregnancy. However, ART procedures occur at the critical period of gamete and embryo development, which may increase the health risks of the offspring after reaching the adulthood, especially concerning cardiovascular problems (3). Therefore, exploring the effect of ART on gene expression in the organs of the offspring of mice is helpful for answering this question.

Studies on human and animal models have shown that the impact of ART on offspring is often more significant after adulthood. Animal studies not only have confirmed the impact of human ART on the offspring cardiovascular system, immune system, adipose tissue, and liver, but can also be useful for observing the whole life cycle (3). In this study, animal models were used to explore how ART affected the growth of the offspring and gene expression profiles of their heart and spleen. In current clinical practice, human embryos are transferred at the blastocyst stage or sometimes at the cleavage stage. Zygotic genome activation (ZGA), an important molecular event in the preimplantation embryo development, occurs at different times among different species The ZGA in mouse occurs in the two-cell embryos, while that occurs at the four- and eight-cell stages in human (34). The conclusion of this mouse study was obtained by transferring the two-cell embryos. In humans, transfer of the six-to-eight-cell embryos instead of the two-cell embryo could result in different outcomes and hence future studies are needed to answer this question. By controlling the amount of embryos transferred, the number of litters in the ART group was similar to that in the control group, eliminating any possible interference caused by different litter sizes (16). We found that ART reduced the birth weight of the offspring mice, although the weight of the offspring after adulthood was normal. Previous studies have also reported that ART affects placental development and function, leading to fetal weight loss (35, 36). Embryo culture reduced the weaning weight of the offspring mice, although this difference disappeared in adulthood. The weight of the thyroid gland was reduced, while the weight of the spleen, heart and other organs were not significantly changed (7, 18). Less optimal embryo culture medium (Whitten medium) altered the weight and heart structure of adult male offspring mice, but optimal medium (KSOM) had no significant effect (37). However, a recent study showed that ART procedures such as ovulation induction, embryo culture and embryo transfer significantly increased the weight of offspring mice, resulting in a reduction in multiple organs/weight ratios such as the heart and spleen in 27-week-old female offspring (38). The PGD technology widely used in recent years was found to increase the weight of male offspring mice after two weeks of birth (39). The effect of ART on offspring weight may be related to abnormal glucose and lipid metabolism. IVF mouse offspring had an altered liver and serum metabolomic profile, which was mainly related to perturbed glucose metabolism (40). In addition, ART affected the fatty acid metabolism of male offspring mouse liver and adipose tissue, and this effect varies with the age of the offspring (41).

IVF-produced female offspring showed the altered expression of the renin–angiotensin system in the myocardium, which regulates the blood pressure and is known to play a role in the pathogenesis of cardiovascular disease (42). ART led to higher blood pressure and increased body weight in adult female offspring (3). The optimized ART procedures can still significantly affect the growth and metabolism of female offspring, including body weight, bone mineral density, fat content, fasting blood glucose, and insulin secretion (8). Therefore, female adult offspring were selected as study subjects for sequencing analysis in this study. According to previous studies, ART has a significant impact on the ventricular function in animals and humans (11, 37). In order to minimize the interference of other cardiac tissues on the test results, we chose heart tissue corresponding to the ventricular site, and the sampling location and size between groups were largely the same. Since the adult offspring of the control and ART groups appeared to have the normal phenotype and there were no obvious individual differences between the same-sex animals, we set up only three biological replicates from different litters for sequencing. Unexpectedly, the sequencing quality of one spleen sample in the ART group was suboptimal, which maybe resulted from the testing system or human factors. Considering the deviation caused by the batch effect, we did not send additional samples for retesting. The small number of biological replicates may affect the statistical values to a certain extent, which is a limitation of this study. 

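The number of genes past a threshold in each tissue does not by itself test whether the effect of ART differed between heart and spleen. The interaction of tissue and group was therefore fitted on all 11 libraries with edgeR. Among 15195 genes, 2739 had an interaction with an adjusted p under 0.05, 1955 with the more positive change in the heart and 784 with the more negative. Of the 1040 genes counted in the heart, 563 were among them. The test with DESeq2 gave 3679 genes. Without HC3 the number was 1776, without HC1 1800, and without HT1 3280 (1568 more positive and 1712 more negative). For *Mapk14* the log2 difference between the tissues was -0.97 (adjusted p = 0.00559 in edgeR), and for *Jun* it was -2.18 (adjusted p = 0.00206), whereas it did not pass the threshold for *Kdm2a* (-0.17, adjusted p = 0.545) or for *Fos* (-2.58, adjusted p = 0.0785). In both tissues, 2 genes were differentially expressed, *Gm10184* and *Upk3b*. By chance 0.309 genes would be shared among those tested in both tissues (hypergeometric test, exact p = 0.0321). Over the alternatives and left-out libraries this p ran from 3.76e-08 without HC3 to 0.386 with limma on log2(FPKM + 1), and it was 6.98e-07 with DESeq2, 0.18 with length and GC terms, 0.204 without a threshold on the fold change and 0.0768 without SC2, so whether more genes are shared than by chance depends on the setting. DESeq2 gave 27 such genes, 26 of them with the same direction. The Y-linked *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were among these 27, and among the 7 genes shared without HC3. Without HT1 none of them was shared, and the hypergeometric p was 0.00147. How far the Y-linked genes lower the smallest p values was not tested, and a difference of sex could add to the sharing.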

RNA sequencing (RNA-seq) showed a small amount of abnormal gene expression in the spleen of the ART offspring, while there were a large number of abnormally expressed genes in the heart, which to some extent explains why ART increases the risk of cardiac dysfunction and disease (43, 44). It has been reported that IVF and embryo culture altered the gene expression in pancreatic islets and insulin-sensitive tissues (liver, skeletal muscle, and adipose tissue), involving multiple classical signal pathways (8). Through enrichment analysis, we found that the biological processes with the most significant enrichment of cardiac DEGs were related to RNA transcriptional synthesis, which suggests that the effects of ART on the cardiac function of offspring may be multifaceted and profound. “Cardiovascular system development” was also markedly enriched, and an interaction analysis found some core genes including *Mapk14*, which encodes the protein kinase MAPK14 (P38α) that plays an important role in initiating cardiovascular and other diseases. Consequently, its inhibitors can be used to treat diseases (45). However, it has been reported that the inhibition of p38 and the JNK pathways can cause myocardial hypertrophy (46). ROCK1, another protein kinase, affects cardiovascular physiological and pathological conditions, which means that a ROCK inhibitor can play a therapeutic or protective role (47). Under high glucose conditions *in vitro* or *in vivo*, ROCK1 can mediate cardiomyocyte apoptosis through P53/NOXA, which may cause ventricular wall thinning (48). Although myocardial contraction and cardiac signaling were not among the significant enrichment terms, several key DEGs were involved in these pathways. A previous study also analyzed the effect of IVF-ET on the cardiac transcriptome of adult offspring (49). Different from our research, it did not include oocyte vitrification and thawing procedures; the culture medium was suboptimal Whitten’s medium, in which the IVF embryos were cultured until blastocyst stage; the gene expression changes were detected in the hearts of elderly male mice. Nonetheless, it also identified more than 1000 affected genes containing the 16 genes that were the most significantly different (FC>2), 2 of which (i.e. Ptgs2 and Ccl7) also appeared to be differential genes in our study and require further attention. 

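*Ccl7* (chromosome 11, 82045712 to 82047525), a chemokine gene next to *Ccl2*, had an FPKM of 2.16, 4.52 and 1.75 in HC1 to HC3 and of 24.7, 11.5 and 4.47 in HT1 to HT3. Its log2 fold change was 2.74 (standard error 0.671, adjusted p = 0.012 in edgeR, above every control in 2 of 3 ART libraries). The adjusted p of *Ccl7* rose to 0.0527 without HC1 and to 0.0798 in edgeR with length and GC terms, where the alternatives ranged from 0.00475 to 0.0926. From the terms in which its heart genes are enriched, the paper proposes that ART affects the cardiac function of offspring in several ways.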

Although the differentially expressed genes and the enrichment analysis results may be influenced by different experimental designs, both are involved in how the circulatory system develops and works. Differential genes in the spleen are mainly enriched in immunity and anti-infection. Differential expressed transcription factor pairs include FOS and JUN, both of which are constituent subunits of transcription factor AP-1. Fos-deficient mice are susceptible to *Salmonella typhimurium* infection (50). AP-1 is an important regulator of some immune disorders and cancer and is a marker of potential disease occurrence and development (51, 52).

In recent years, the potential effects of ART on epigenetic modifications in early embryos and offspring have received extensive attention. DNA methylation and histone modification are closely related to gene expression changes in physiological and pathological processes (53, 54). Combined with relevant databases, we specifically analyzed the effect of ART on the expression of epigenetic modifiers and imprinted genes. The results showed the abnormal expression of several epigenetic modifiers in the organs of the ART offspring. The heart contained SMARCA5, ARID4B, KDM2A, SETD1B, and other key nodes, while the spleen contained KDM6A, KDM5D, and UTY, which interact with each other. All the above factors were related to histone modification or chromatin remodeling. There were no significant abnormalities in DNA methylation-related factors. Therefore, the aberrantly expressed genes in ART offspring may be significantly regulated by histone modifications and chromatin remodeling factors. However, several studies have shown that ART procedures affect DNA methylation in early embryos and offspring tissues. 

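Of *Dnmt1*, *Dnmt3a*, *Dnmt3b*, *Dnmt3l*, *Uhrf1*, *Tet1*, *Tet2* and *Tet3*, 7 were tested in each tissue, *Dnmt3l* being under the filter on low counts. None of the 7 met the criteria in the heart, where 2 had an unadjusted p under 0.05, or in the spleen, where 3 did. In the heart the log2 fold changes in edgeR were -0.41 for *Dnmt1* (adjusted p = 0.112, lower in 3 of 3 ART libraries), -0.28 for *Dnmt3a* (adjusted p = 0.247, lower in 2 of 3) and 0.42 for *Dnmt3b* (adjusted p = 0.358, above all controls in 1 of 3). *Tet2* had a log2 fold change of 1.07 with an adjusted p of 0.00472 in edgeR (above all controls in 2 of 3 ART libraries), but its ratio of mean FPKM was 1.62. From changed modifiers of histones and chromatin and unchanged DNA methylation factors, the paper proposes that the former regulate the aberrantly expressed genes.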

The addition of melatonin in embryo culture medium can prevent vascular dysfunction and artistic hypertension in ART mice, which may be achieved by changing the methylation and expression of the promoter of the endodermal nitric oxide synthase (eNOS) gene (17). The methylation disorder of genes related to liver development in ART embryos may cause abnormal lipid metabolism in livers and increase the risk of fatty liver (55). There were methylation abnormalities in genes related to liver development in embryos after PGT, some of which are related to glucose homeostasis and insulin response, increasing the risk of liver-derived insulin resistance in the offspring (56). In fact, there is interplay between DNA methylation and histone modification (57), so the change of DNA methylation may also be regulated by histone modification. The effect of ART on the histone modification of offspring needs to be further studied.

Studies have shown that the establishment, maintenance, and expression of imprinted genes not only require specific DNA methylation patterns, but also correct histone modifications (58). It was found that the expression of imprinted genes in the spleen was not affected. However, there were four imprinted genes in the heart with abnormally low expression, of which *Dhcr7* is the paternal imprinted gene and the others are maternal, such as *Igf2* and *Mest*. The expression of the imprinted gene Slc38a4 in the adipose tissue of female adult offspring decreased after embryo culture *in vitro* (37).ART reduced the fetal growth associated with the downregulation of maternal imprinted genes that should be enhanced in fetal growth of mice (59). The IGF2 gene is related to cardiac vascular regeneration in type 2 diabetes cardiomyopathy (60). Maternal malnutrition in the third trimester of pregnancy increased IGF2 signaling molecules and collagen deposition in the right ventricle of fetal sheep, which may contribute to myocardial remodeling of the right ventricle, thus having a negative effect on heart health in later years (61). Myocardial morphological studies showed that the trabecular meshwork formation pattern in mice with the *Mest* gene deletion was slightly changed, similar to human cardiac myopathy ventricular noncompaction (62). Our further study showed that the DNA methylation levels of *Igf2* and *Mest* ICRs were abnormally elevated in the heart of the ART offspring. The methylation levels of the imprinted genes *H19/Igf2* and *Peg3* were abnormal in ART children aged 7 to 8 (63). When the screening standard of the DEGs was set to FC > 2, the expression of DNA demethylase TET3 in the heart of ART offspring significantly decreased (FDR < 0.01). Therefore, DNA methylation- and histone modification-related factors may jointly participate in regulating the expression and methylation of imprinted genes in ART offspring.

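*Tet3* (chromosome 6, 83362373 to 83459084) had an FPKM of 3.73 ± 0.390 (SD, n = 3) in control hearts and 1.67 ± 0.572 (SD, n = 3) in ART hearts, a ratio of 0.449. The log2 fold change fitted by edgeR was -0.76 (standard error 0.176, adjusted p = 0.00958, lower in 3 of 3 ART libraries). With length and GC terms, a setting chosen after seeing the data, it was -0.18 and the adjusted p in edgeR 0.42, the highest among the alternatives, whose lowest was 0.000501. In the spleen the log2 fold change of *Tet3* was -0.65 (adjusted p = 0.185 in edgeR, lower in both ART libraries). Its adjusted p there was 0.00549 in DESeq2, the lowest of the alternatives, whose highest was 0.442. The paper proposes from the lower *Tet3* and the changed histone modifiers that both kinds of factor act on imprinted genes.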

In conclusion, this study revealed ART-affected gene expression in certain key pathways in the heart and spleen of the offspring, including epigenetic modifiers and developmentally important imprinted genes. The above changes may have adverse consequences for the offspring. This study provided experimental data and act as a reference for evaluating the safety of human ART and further optimizing the ART system.

## Data availability statement

The datasets presented in this study can be found in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/), accession number GSE211597.

## Ethics statement

The animal study was reviewed and approved by The Life Science Ethics Review Committee of Zhengzhou University.

## Author contributions

LM and CZ designed the study. HC and LZ performed the experiment, prepared samples for sequencing, and wrote the manuscript. FY collected samples and performed English editing and data analysis. CC performed data processing and analysis. YL collected samples. QZ and LL edited and revised the manuscript. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Effects of assisted reproductive technology on gene expression in heart and spleen tissues of adult offspring mouse
**Source:** Front Endocrinol (Lausanne). 2023 Mar 30;14:1035161. doi: 10.3389/fendo.2023.1035161
**Supplement:** Supplementary file 2

**Table S2.** Primer sequences for real-time fluorescent quantitative PCR (qPCR).

| Genes | Primer Sequences | Annealing Temperature | Product Lengths |
| --- | --- | --- | --- |
| *GAPDH*  *IGF2*  *MEST*  *KDM5D*  *KDM2A*  *MAPK14*  *ROCK1*  *FOS*  *JUN* | F: AATGGTGAAGGTCGGTGTGA  R: TGATGGGCTTCCCGTTGATG  GGACCGCGGCTTCTACTTC  GTATCTGGGGAAGTCGTCCG  CCTGTGATCCGCAATCCTGC  CCTCTGACCAAGTGAATCCCC  GGCAACCTCCTTTTGCTGTAGA  ACGGTCCTTGCAGATTGCTTC  AGTAGCCGAGTGGTCTTGCT  TCCAGGGATGCCTTCCTCTT  AAGACTCGTTGGAACCCCAG  GGGTCGTGGTACTGAGCAAA  AACGCTCCGAGACACTGTAG  CTTTCCTGCAAGCTTTTATCCA  TGTTCCTGGCAATAGCGTGT  TCAGACCACCTCGACAATGC  GCACATCACCACTACACCGA  GGGAAGCGTGTTCTGGCTAT | 58℃  58℃  58℃  58℃  58℃  58℃  58℃  58℃  58℃ | 218bp  187bp  127bp  242bp  248bp  234bp  243bp  170bp  127bp |

# Supplementary material for: Effects of assisted reproductive technology on gene expression in heart and spleen tissues of adult offspring mouse
**Source:** Front Endocrinol (Lausanne). 2023 Mar 30;14:1035161. doi: 10.3389/fendo.2023.1035161
**Supplement:** Supplementary file 3

**Table S3.** Nested PCR with two primer pairs for Bisulfite Sequencing PCR (BSP).

| Genes | Primer Sequences | Annealing Temperature | Product Lengths |
| --- | --- | --- | --- |
| *Mest* outer  *Mest* inner  *IGF2* outer  *IGF2* inner | OF: GATTTGTTATATAAAAGGTTAATGAG  OR: TCATTAAAAACACAAACCTCCTTTAC  IF: TTTTAGATTTTGAGGGTTTTAGGTTG  IR: AATCCCTTAAAAATCATCTTTCACAC  GAGTATTTAGGAGGTATAAGAATT  ATCAAAAACTAACATAAACCCCT  GTAAGGAGATTATGTTTATTTTTGG  CTAACCTCATAAAACCCATAACTAT | 50℃  55℃  50℃  50℃ | 690bp  564bp  474bp  427bp |

# Supplementary material for: Effects of assisted reproductive technology on gene expression in heart and spleen tissues of adult offspring mouse
**Source:** Front Endocrinol (Lausanne). 2023 Mar 30;14:1035161. doi: 10.3389/fendo.2023.1035161
**Supplement:** Supplementary file 4

**Table S4.** Quantity and quality of sequenced data.

| Sample | Raw Data(bp) | Clean Data(bp) | Q20(%) | Q30(%) |
| --- | --- | --- | --- | --- |
| HC1  HC2  HC3  HT1  HT2  HT3  SC1  SC2  SC3  ST1  ST2 | 7007096100  6970391700  7169493000  7350975900  7167810900  6749210400  7732266300  6354150000  6312428100  5899026600  6935621400 | 6838327696  6835443572  7009640302  7203599223  7030366757  6614975668  7604041242  6094850432  6187544201  5677452616  6741186450 | 6708585344 (98.10%)  6706862786 (98.12%)  6880047559 (98.15%)  7056818143 (97.96%)  6889499004 (98.00%)  6485756312 (98.05%)  7437165545 (97.81%)  5962904854 (97.84%)  6067093763 (98.05%)  5563506885 (97.99%)  6610983269 (98.07%) | 6459632966 (94.46%)  6457234547 (94.47%)  6627931822 (94.55%)  6770703097 (93.99%)  6617441312 (94.13%)  6232691283 (94.22%)  7122013747 (93.66%)  5725304461 (93.94%)  5844536708 (94.46%)  5357662692 (94.37%)  6370243844 (94.50%) |

# Supplementary material for: Effects of assisted reproductive technology on gene expression in heart and spleen tissues of adult offspring mouse
**Source:** Front Endocrinol (Lausanne). 2023 Mar 30;14:1035161. doi: 10.3389/fendo.2023.1035161
**Supplement:** Supplementary file 5

**Table S5.** RNA-seq read filtration and genome mapping.

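Table S5 gives for each library the number of raw reads and the reads left after filtering and mapped to the genome. The paper's raw reads run from 39326844 in ST1 to 51548442 in SC1. Its share of uniquely mapped reads is 83.72% to 84.63% in control hearts, 72.90%, 78.02% and 76.86% in HT1 to HT3, and 87.10% to 88.21% in the spleen libraries. Summed over genes, the deposited counts amounted to 89.2% to 90.4% of the mapped read pairs in control hearts, 83.2% to 85.5% in ART hearts, 77.3% to 81.1% in control spleens and 75.6% and 82.9% in ST1 and ST2.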

| Sample | Raw_Read | Clean_Read(%) | Mapped_Reads(%) | Unique_Mapped(%) | Covered_Genes(%) |
| --- | --- | --- | --- | --- | --- |
| HC1 | 46713974 | 45903710(98.27%) | 44722838(97.77%) | 38675711(84.55%) | 15620(70.05%) |
| HC2 | 46469278 | 45827768(98.62%) | 44612238(97.72%) | 38218729(83.72%) | 15669(70.27%) |
| HC3 | 47796620 | 47062410(98.46%) | 45855544(97.75%) | 39700742(84.63%) | 15665(70.25%) |
| HT1 | 49006506 | 48310352(98.58%) | 46813324(97.66%) | 34945301(72.90%) | 15612(70.02%) |
| HT2 | 47785406 | 47149300(98.67%) | 45722210(97.40%) | 36625655(78.02%) | 15964(71.59%) |
| HT3 | 44994736 | 44333474(98.53%) | 43119564(97.64%) | 33945096(76.86%) | 15725(70.52%) |
| SC1 | 51548442 | 50960696(98.86%) | 49099917(96.55%) | 44794087(88.09%) | 16520(74.09%) |
| SC2 | 42361000 | 40840948(96.41%) | 39045914(95.80%) | 35822113(87.89%) | 16430(73.68%) |
| SC3 | 42082854 | 41508820(98.64%) | 39868406(96.26%) | 36510789(88.15%) | 16464(73.84%) |
| ST1 | 39326844 | 38168752(97.06%) | 36308772(95.75%) | 33452173(88.21%) | 16328(73.23%) |
| ST2 | 46237476 | 45152336(97.65%) | 43231198(96.34%) | 39085786(87.10%) | 16380(73.46%) |

How the deposited data were processed for this re-analysis (not part of the article)

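RNA from the heart and spleen of 8-week-old offspring of the control and ART groups was sequenced by the authors after removal of ribosomal RNA. The authors filtered reads with Fastp, mapped them with Hisat2 and computed FPKM with StringTie, and the deposited values are an FPKM and an estimated count per gene and library. 11 libraries were assigned to 4 groups by their labels, 3 libraries per group and 2 for the ART spleens. The values were checked to be of these units, and counts were rounded to whole numbers before the tests. Summed counts per library ran from 13719870 to 20652640, which sets the limit of a count of 0, taken as 3 counts, at 0.145 to 0.219 CPM.

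Gene coordinates, GC content and transcript length came from the GENCODE M21 annotation of GRCm38, which matched 22255 of the 22298 genes by identifier. Symbols shared by more than 1 gene were kept apart by their identifiers. The genes included 268 immunoglobulin segments, whose reads can match several segments.

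Differential expression was tested in each tissue with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, glmQLFit and glmQLFTest) and Benjamini-Hochberg adjustment over the genes tested. The paper's criteria were applied to the result, with an adjusted p under 0.05, a ratio of mean FPKM over 2.5, a mean FPKM over 1 in at least 1 group, and a mean of 0 set to 0.001. The difference between the tissues was tested by the interaction term of a fit on all libraries. Values of single measures were compared by exact permutation tests, which cannot go below p = 0.1 with 3 against 3 or 3 against 2 libraries. All splits of the heart libraries into 3 and 3 were refitted as well, of which there are 10. Principal components were computed on log2(FPKM + 1).

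15 lists of genes were fixed before the data were examined, as were the named genes, the alternatives and the comparisons, apart from the alternatives said to be chosen after seeing the data. The lists were the Y-linked genes, their X-linked copies that escape inactivation, pancreatic acinar, pancreatic islet, liver, atrial myocardium, adipocyte and erythroid genes, core clock genes of both phases, immediate early genes, heat shock genes, the mitochondrially encoded genes, DNA methylation enzymes and imprinted genes. They were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and with an estimated correlation as alternatives. Lists of the paper's own genes were read from its supplement and figures. The genes named by rule were the 3 with the smallest adjusted p in each direction and tissue, and every gene the paper names in the passages concerned. *Phf11d*, *Upk3b*, *Alb* and *Apoa1* were chosen after their values were seen.

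The alternatives were DESeq2 1.42.0 with its size factors and Wald test, upper-quartile normalization, no filter on low counts, limma on log2(FPKM + 1) and log2(FPKM + 0.1), a fold threshold of 2 or none, no threshold on FPKM, the fold change fitted by edgeR in place of the FPKM ratio, 1 fit on all samples of both tissues, a block for the replicate number with and without length and GC terms, the mitochondrially encoded or the acinar genes left out, the expression of the Y-linked genes as a covariate in the heart, and each library left out in turn. Terms for 5 equal classes of gene length and of GC content without the block, mitochondrial reads left out of the denominator of FPKM, and some combinations with the fitted fold change were added after seeing the data. The tests with edgeR, DESeq2, limma and camera, the length and GC terms and the interaction were tried on simulated data. The other steps were not tried in this way. The simulated data were made from the mean counts and library sizes of each tissue, with the same dispersion for all genes. The changes were large, with a median log2 size in edgeR of 1.996 in the heart and 1.953 in the spleen. On them edgeR recovered 200 of 200 changed genes in the heart with 10 unchanged genes called, and 200 of 200 in the spleen with 9. When a trend with GC content was added to the simulated ART libraries, edgeR without length and GC terms called 2939 unchanged genes in the heart and 2334 in the spleen, against 50 and 39 with these terms. Enrichment in GO and KEGG terms, protein interactions, qPCR and bisulfite sequencing were not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.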

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

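The tests of explanations in this part were chosen only after the results were seen.

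In a test of the difference between the tissues, 2739 of 15195 genes responded differently to ART in heart and spleen (interaction, edgeR, adjusted p under 0.05), 1955 with the more positive change in the heart and 784 with the more negative. Without HC3 1776 genes did, and without HT1 3280. With DESeq2 it was 3679 genes. A trend with GC content that all ART libraries of both tissues share alike would cancel in this difference, so it was not a possible source. Spearman's rho of the log2 fold change with GC content across genes was -0.61 in the heart and 0.15 in the spleen. Genes are not independent replicates. A bias with GC content between the groups of the heart alone could add to the number and cannot be told apart from a change in the transcripts of all ART hearts, because all 3 ART hearts share the trend. The tissues also differ in the number of ART libraries. A difference in how the tissues respond to ART stays open as the biological explanation and was not tested further.

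The Y-linked gene *Ddx3y* had a mean FPKM of 11.1 in ART hearts and 31.1 in ART spleens, although the animals are described as female, and the paper does not report this gene in its text. Its FPKM was 14.3, 0.0200 and 18.9 in HT1 to HT3 and 39.8 and 22.5 in ST1 and ST2. *Kdm5d*, *Uty* and *Eif2s3y* were detected in the same 4 libraries, with *Eif2s3y* at 17.8 in HT1, 0.110 in HT2 and 34.9 in HT3. None of the 4 genes reached a mean FPKM over 1 in the controls of either tissue, and all 4 are in the paper's list of differentially expressed genes. Reads of the X-linked copies that were assigned to the Y-linked genes are argued against, because the Y-linked copy took at most 0.216% of the reads of a pair in any control library, against 16.8% to 35.2% in the ART spleens, 25.5% to 61.1% in HT1, 34.8% to 58.0% in HT3 and 0% to 0.347% in HT2. The values are in line with male tissue in these 4 libraries, as the X-linked copies that escape inactivation were lower in the ART spleens (4 of 4 genes, median log2 fold change -0.49, camera, adjusted p = 0.000449). The same list had a median of 0.04 in the heart (2 of 4 genes higher, camera, adjusted p = 0.959) and of -0.23 without HT2. *Gm26992*, which overlaps *Xist* in the annotation and was looked at after its values were seen, had 21, 28 and 13 counts in HC1 to HC3, 0, 17 and 0 in HT1 to HT3, and at least 54.1-fold fewer in the ART spleens than in their controls. Whether whole samples came from males, were exchanged, or were mixed was not tested, and the sex of the animals stays open. If sex differed in this way, it would coincide with ART in the spleen and in 2 of 3 heart libraries, and with the expression of the Y-linked genes as a covariate 837 genes were counted in the heart (524 higher and 313 lower).

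*Alb*, the main transcript of the liver, had a mean FPKM of 46.6 in ART hearts, with 60.8, 69.0 and 10.0 in HT1 to HT3, and at least 852-fold more counts than in control hearts, where each library held 1 count. *Apoa1* had 0 counts in all control hearts and 187, 183 and 54 in HT1 to HT3. All 14 tested genes of the liver list were higher in the ART hearts, with a median log2 fold change of 7.88 (camera, adjusted p = 2.17e-05), and 10 of them had control libraries at or under 3 counts, so that with these at their bound the median was 5.62. The list test did not hold under fry (adjusted p = 0.0503) or an estimated correlation (adjusted p = 0.697), and 2 of the 10 splits of the heart libraries gave as small a camera p. Of the 15 liver genes, 2 are expressed in control hearts and 10 in control spleens. Liver RNA or reads in the ART heart libraries is a candidate explanation. The median log2 ratio across the genes was 1.80 with an SD of 0.661 for HT1 over HT3, and 1.93 with 0.687 for HT2 over HT3. The SDs were not compared with counting error, so they do not show a fixed ratio between libraries. Summed over the list, CPM was 8.91, 4.17 and 9.20 in HC1 to HC3, 261.2, 285.9 and 61.3 in HT1 to HT3, 35.5, 145.7 and 135.5 in SC1 to SC3, and 409.6 and 133.5 in ST1 and ST2. Expression of liver genes in heart cells after ART was not tested apart from this.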

How the results depend on the processing

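Fits with length and GC terms alone, with mitochondrial reads out of the FPKM denominator, and with the fitted fold change together with either change were chosen only after the results were seen. In the heart, the number of differentially expressed genes (1040) stayed within 1.5 times under DESeq2, both limma fits, upper-quartile normalization, no filter on low counts, no threshold on FPKM, the fitted fold change, the Y-linked covariate (837) and each left-out library (886 to 1318). It was 2301 with a fold threshold of 2 and 5456 without any, where a looser criterion admits more genes by construction, and 489 with length and GC terms and their fitted fold change. With the length and GC terms but the ratio of mean FPKM, which those terms do not change, it was 855. The split into higher and lower genes was less stable, as 553 and 487 became 961 and 86 with the fitted fold change, 1011 and 118 with mitochondrial reads out of the denominator, and 473 and 845 without HT2. The scales differ in their median, which was -0.12 as a log2 difference in limma on log2(FPKM + 1) and -0.27 on log2(FPKM + 0.1). The gap was not the same for all genes. The log2 ratio of mean FPKM and the log2 fold change fitted by edgeR were -1.33 and -0.52 for *Kdm2a*, 2.04 and 2.64 for *Trdn*, and -1.37 and -1.02 for *Wnt5a*.

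The number in the spleen (9) was 179 with DESeq2, 63 without the filter on low counts, 26 with limma on log2(FPKM + 0.1), 80 in the fit on all samples, and 5 to 47 when a control library was left out (47 without SC1, 5 without SC2), and it was 8 to 10 under the other settings without a block. The cause was not tested. Leaving out an ART library of the spleen leaves a single sample, so no test was run there. On simulated data edgeR recovered 200 of 200 changed genes with the spleen's number of libraries. Those changes were large (median log2 size 1.953), lay in genes above a minimum mean count, and all genes had the same dispersion. The simulation thus does not measure how many real changes this number of libraries can detect. With the same direction, 2 genes were called in both tissues, and 26 with DESeq2, 13 without the filter, 1 with limma on log2(FPKM + 1), 16 in the fit on all samples, 1 with length and GC terms and 1 with these and their fitted fold change. This number was 1 to 7 when single libraries were left out (7 without HC3 or HT2, 6 without HC1 or HC2, 4 without SC1, 1 without SC2). The Y-linked *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were among the shared genes without HC1, HC2, HC3 or HT2. The same holds with DESeq2, without the filter and in the fit on all samples. The hypergeometric p of the genes called in both tissues (0.0321) was over 0.05 with limma on log2(FPKM + 1) (0.386) and on log2(FPKM + 0.1) (0.192), without a threshold on the fold change (0.204), with length and GC terms (0.18, and 0.105 with their fitted fold change) and without SC2 (0.0768), and under 0.05 elsewhere. The interaction count (2739) was 1776 to 3280 across such fits, with 1776 without HC3 and 1800 without HC1.

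With a block for the replicate number, the spleen count was 64, and 113 with length and GC terms added, and the genes called in both tissues were 8 and 11. The deviations of libraries with the same number from their group means correlated at 0.07, 0.097 and -0.139 in the heart and -0.043 and -0.014 in the spleen, so the numbers do not pair the libraries, and block fits are given only as a check. With block, length and GC terms, Spearman's rho of the fold change with GC content was -0.054 in the heart (from -0.61) and -8.5e-05 in the spleen (from 0.15), and with gene length 0.0027 in the heart (from -0.023) and -0.025 in the spleen (from -0.25), which those terms remove by construction. The block took the atrial list of the heart to an adjusted p of 0.0184 (camera, median -2.29, 7 of 7 genes lower) and the erythroid list to 0.0424 (-1.10, 7 of 7), and weakened the mitochondrial list of the spleen to 0.0744 (-0.18, 9 of 13 lower) and its DNA methylation list to 0.0958 (-0.49, 6 of 7). For these lists camera's adjusted p over the alternatives and left-out libraries reached 0.862 in the heart and 0.697 in the spleen. With block, length and GC terms 34 of the 58 cardiovascular genes, 3 of the 5 contraction genes, 6 of the 16 immune genes and 4 of the 5 spleen modifiers were counted, and with the block alone 4 of the 16.

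The first principal component of the heart (63.1%) was 72.3% unscaled, 51.9% with all genes that have a value above 0, and 61.8% to 69.0% without single libraries. In the spleen (38.7%) it was 51.5% unscaled and 42.1% to 48.9% without single libraries, where fewer libraries leave fewer components. The mitochondrial difference in the spleen was -0.444 percentage points of the counts and -0.906 of the summed FPKM.

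Of the lists called by camera, fry did not call the liver list of the heart (median log2 fold change 7.88, or 5.62 with 10 genes at their bound), and in the spleen the acinar (-9.08, or -8.44 with 2 genes at their bound), liver (2.08), heat shock (1.19) and mitochondrial (-0.21) lists, whose adjusted p in fry ran from 0.0503 to 0.385, while it called the imprinted list of the heart (-0.067, adjusted p = 0.0424 in fry, 25 of 45 lower), whose other adjusted p values reached 0.937. With an estimated correlation none of the 10 lists called by camera held, which adds to these the mitochondrial list of the heart (1.78) and the Y-linked (9.85, or 8.05 with 3 genes at their bound), X-linked escape (-0.49), immediate early (1.10) and DNA methylation (-0.43) lists of the spleen. The cause was not tested. Without single libraries, these lists of the heart changed direction or call: X-linked escape genes from -0.23 (without HT2) to 0.17, adipocyte genes from -0.048 (without HT2) to 0.57, DNA methylation enzymes from -0.50 to 0.18 (without HC3, and 0.081 without HT3), imprinted genes from -0.12 to 0.083 (without HT2, and 0.029 without HC1), atrial genes from -3.02 (called without HC2) to -1.56, and erythroid genes from -1.31 (called without HC1 and, at -1.30, without HT1) to -0.63. In the spleen, the mitochondrial list ran from -0.29 to -0.18 (not called without SC1 or SC3) and the DNA methylation list from -0.49 (not called without SC3) to -0.34.

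For the paper's lists, the fitted fold change left 30 of 79 genes of circulatory system development, 20 of 56 of cardiovascular system development, 24 of 40 epigenetic modifiers and 1 of 3 imprinted genes. Together with length and GC terms it left 18, 14, 9 and 0, and 2 of the 5 contraction genes. With mitochondrial genes left out before normalization and the fitted fold change 30, 20, 24 and 1 were left and 2 of 5, and with mitochondrial reads out of the denominator 34 and 22 of the first lists and 1 imprinted gene. Contraction genes numbered 3 with mitochondrial genes left out, since 2 of them are such genes, and 3 (without HT1) to 5 across left-out libraries. The Y-linked covariate left 35 cardiovascular genes and 0 imprinted genes. Of the 63 imprinted genes, 6 were counted at a fold threshold of 2, 21 without one, 0 with the Y-linked covariate, 1 with length and GC terms and fitted fold change, and 2 to 6 across left-out libraries (6 without HT2). DNA methylation enzymes in the heart numbered 1 at a fold threshold of 2, 2 without one, and 0 to 1 across left-out libraries (1 without HT2). In the spleen, immune genes numbered 16 with DESeq2, 5 without the filter, 1 with upper-quartile normalization, 1 with limma on log2(FPKM + 0.1), 4 in the fit on all samples, and 0 to 2 across left-out libraries (2 without SC1), and modifiers 5 with DESeq2, 4 without the filter and 5 in the fit on all samples. Among genes named singly and other results, 610 comparisons with an alternative kept direction and side, 52 became stronger, 23 weaker and 24 moved, and without single libraries 362 kept them, 5 became stronger, 10 weaker and 23 moved. Depth limits the genes near 0, whose fold change is given as a bound where all libraries of a group were at or under 3 counts, and the fitted values of other genes near 0, such as *Gm10184* in the heart (-8.75, and -13.4 to -8.13 without single libraries), are uncertain in size.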

Differences from the paper's values

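None of the alternatives named in this part was chosen after its result was seen. For the spleen the paper gives 179 differentially expressed genes, 63 higher and 116 lower, and edgeR counted 9, 5 higher and 4 lower. With DESeq2, which the paper's methods name, the numbers were 179, 63 and 116, and all 179 genes are in the paper's table. The replicate block with length and GC terms gave 84 lower genes, which is within 1.5 times of the 116, but 113 in all and 29 higher. No other alternative set before the data were examined closed these gaps, with totals of 63 (16 higher, 47 lower) without the filter on low counts, 80 (19 and 61) in the fit on all samples, 64 (17 and 47) with the block, 26 (7 and 19) with limma on log2(FPKM + 0.1), 10 (6 and 4) with upper-quartile normalization, 9 (6 and 3) with limma on log2(FPKM + 1), 47 (10 and 37) without SC1, 5 (4 and 1) without SC2, 9 (6 and 3) without SC3, and 9 (5 and 4) under the other thresholds, with the fitted fold change and with mitochondrial or acinar genes left out.

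Of the paper's 16 immune genes in the spleen, 0 were counted in edgeR, 16 at an unadjusted p under 0.05, and 16 in DESeq2, the only alternative that closed the gap. Single genes of this list were counted elsewhere, *Fos* without the filter, with upper-quartile normalization, with the block (with and without length and GC terms), in the fit on all samples and without SC1, *Jun* and *Igha* under the same settings except upper-quartile normalization and the loss of SC1, *Ighv1-64* under those of *Fos* except upper-quartile normalization and also with limma on log2(FPKM + 0.1), *Gm15448* without the filter, and *Gp1bb* and *Ncr1* with block, length and GC terms. Of the paper's epigenetic modifiers in the spleen, about 5 in Fig. 5B, read by eye, 2 were counted in edgeR, 5 in DESeq2, 5 in the fit on all samples, 4 without the filter and 4 with block, length and GC terms, and these 4 alternatives closed the gap, while the others did not. *Kdm6a* was also counted with limma on log2(FPKM + 0.1), *Hspa1a* also with the block alone and without SC1, and *Adnp* only in DESeq2 and the fit on all samples.

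The paper calls *Mest* lower in the heart, where edgeR gave a log2 fold change of -0.90 (adjusted p = 0.0722, lower in 3 of 3 ART libraries). It was counted with DESeq2, with both limma fits, and in edgeR without HC1 or without HT1. Of the paper's 82 and 58 heart genes, 79 and 56 were counted in edgeR and 82 and 58 in DESeq2, and of its 42 modifiers 40 were counted, with 42 in DESeq2, without the filter, in the fit on all samples and without HC2. In the paper the change of *Tet3* in the heart passes at a fold threshold of 2, and here it passed at that threshold as well (ratio of mean FPKM 0.449).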

Other observations

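Apart from those on depth, islet genes and clock genes, the tests of explanations in this part were chosen only after the results were seen.

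The count of differentially expressed genes in the heart (1040) was reached by 1 of the 10 splits of the 6 heart libraries, the real one, and the others gave 0 genes each, but a design of 3 against 3 cannot give a share under 0.1. Low depth is argued against, since among 5 classes of mean count 7.31% of the genes were counted in the highest and 6.47% in the lowest. A shift of all other genes by the mitochondrial share is argued against as the whole source, since with those genes left out before normalization and the fold change from that fit 1028 genes were counted (938 higher and 90 lower). Only 631 of these were among the 1040, so the shift bears on which genes are counted, mainly on the lower ones, of which 401 of 487 had a fitted fold change under 2.5. A bias with GC content or gene length may account for part of the count, as it fell to 489 with terms for both and the fitted fold change, and to 855 when the ratio of mean FPKM was kept, a ratio that these terms do not change. The 489 genes (431 higher and 58 lower) argue against that trend as the whole source. The near balance of higher and lower genes depends on mitochondrial reads in the denominator of FPKM. With those reads taken out 118 genes were lower and 1011 higher. The median log2 ratio of mean FPKM moved from -0.42 to -0.025, where the log2 ratio of the share outside the mitochondrially encoded genes was -0.39. Taking the reads out scales all genes of a library alike, so this move follows by construction and is no independent test. An effect of ART on the heart stays open as the biological explanation.

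Across the 13323 heart genes with a known GC content, the median log2 fold change was 0.91, 0.24, -0.08, -0.27 and -0.39 from the lowest to the highest of 5 classes of GC content, and Spearman's rho was -0.61. Per 10 percentage points of GC, HT1 to HT3 fell by 0.85, 0.87 and 0.85 on the log2 scale against the controls. A bias that differs from library to library is argued against, since the slope of a library against the others of its group was at most 0.0821 in size. A trend shared by all ART libraries is argued against by the rho of 0.148 in the spleen. A bias in library preparation or sequencing between the heart groups could give the rho of -0.61, and cannot be told apart from a change in the transcripts of ART hearts, because the trend coincides with the groups.

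The mitochondrially encoded genes were higher in ART hearts as a list (13 of 13 genes, median log2 fold change 1.78, camera, adjusted p = 5.26e-06, fry 0.0136) and slightly lower in ART spleens (9 of 13, -0.21, camera, adjusted p = 0.02). A like rise of mitochondria or their RNA per cell is argued against as the only source, since the log2 fold changes ran from 0.45 to 2.06 with an SD of 0.622, where their median standard error was 0.243. Of the 10 splits of the heart libraries, 2 gave as small a camera p. The ratio of *mt-Nd5* to *mt-Nd4* counts was 0.995 ± 0.0347 (SD, n = 3) in control hearts and 0.336 ± 0.0929 (SD, n = 3) in ART hearts, and 0.772 ± 0.0677 (SD, n = 3) and 0.338 ± 0.0217 (SD, n = 2) in the spleens (exact permutation test, two-sided p = 0.1 in each tissue). RNA quality or library preparation that differs between the groups could give the 0.336, and cannot be told apart from a change caused by ART, since both follow the groups.

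*Gm10184* had at most an FPKM of 0.83 in any ART library of either tissue and at least 23.3 in any control library. A sequence or copy number variant carried by the parents of the ART animals may explain this, the stock being outbred, but it cannot be told apart from an effect of ART that is shared by both tissues, because parents and treatment coincide.

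The 18 acinar genes of the pancreas, all expressed in control spleens and all in the paper's list of differentially expressed genes, were lower in ART spleens (18 of 18, median log2 fold change -9.08, -8.44 with 2 genes at their bound, camera, adjusted p = 5.68e-12, fry 0.274). Their summed CPM was 1231, 8878 and 3643 in SC1 to SC3 and 15.2 and 40.8 in ST1 and ST2, and *Cpa1* had 1402, 6741 and 3001 counts in the controls and 1 and 12 in the ART spleens. Acinar tissue or its RNA in the control samples is a candidate explanation. The median log2 ratio across these genes was 2.56 with an SD of 0.620 for SC2 over SC1, and 1.54 with 0.377 for SC3 over SC1. The SDs were not compared with counting error, so they do not show a fixed ratio between libraries. A piece of pancreas with islets is argued against, since no islet gene exceeded 0.154 CPM in a control spleen, and no islet gene passed the filter on low counts in either tissue. Lower expression in spleen cells after ART stays open, although SC2 held 7.21 times the summed CPM of SC1. In the heart 3 acinar genes were tested (median 0.28, 2 higher, camera, adjusted p = 0.814).

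Immediate early genes were higher in ART spleens (14 of 14, median log2 fold change 1.10, camera, adjusted p = 1.06e-10, fry 0.0136) and, without passing the threshold, in ART hearts (10 of 14, 0.68, camera, adjusted p = 0.304). Of this list, 5 genes are in the paper's list of differentially expressed genes, and *Fos* and *Jun* belong to it. Heat shock genes were higher in ART spleens (9 of 9, 1.19, camera, adjusted p = 0.000149, fry 0.274), with a median of 0.53 in the heart (7 of 9, camera, adjusted p = 0.304). Without single libraries the heart medians ran from 0.22 to 0.97 for the immediate early genes and from 0.088 to 0.62 for the heat shock genes. Handling or the time between death and freezing could raise both lists, but the 0.68 in the heart does not decide it, and it cannot be told apart from an effect of ART in the spleen, since no record separates handling from the groups.

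Atrial genes were lower in ART hearts (7 of 7, median log2 fold change -2.32, camera, adjusted p = 0.195), 4 of them with an adjusted p under 0.05 in edgeR, and 4 of the 8 listed are in the paper's list. Less atrial tissue in the ART samples may explain this, but HC3 over HC2 had log2 ratios from 0.65 to 4.03 across the genes with an SD of 1.33, so the test does not decide it. In the spleen 4 atrial genes were tested (median -0.26, 3 lower, camera, adjusted p = 0.785). Clock genes with a peak at the end of the night had a median of -0.86 in the heart (3 of 5 lower, camera, adjusted p = 0.785) and -0.27 in the spleen (3 of 5 lower, adjusted p = 0.459), and those of the opposite phase 0.69 in the heart (9 of 10 higher, adjusted p = 0.275) and 0.20 in the spleen (7 of 10 higher, camera, adjusted p = 0.45). A different time of day at collection could shift the phases in opposite directions, but no clock list passed the threshold, so it is not decided.

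The other lists gave these results in camera, with medians and counts from the fold changes of that test and not from those fitted by edgeR. The Y-linked list was tested in the spleen alone (4 of 4 higher, median 9.85, 8.05 with 3 genes at their bound, adjusted p = 5.07e-10, fry 0.0136), and the liver list was higher there too (15 of 15, 2.08, adjusted p = 9.62e-06, fry 0.385). Without single control libraries the median of the liver list in the spleen ran from 0.90 to 2.61. Its summed CPM in ST2 (133.5) lay within the controls (35.5, 145.7 and 135.5 in SC1 to SC3), and that in ST1 (409.6) above them. Erythroid genes had a median of -1.14 in the heart (7 of 7 lower, adjusted p = 0.0763) and -0.13 in the spleen (4 of 7 lower, adjusted p = 0.785), and adipocyte genes 0.40 in the heart (6 of 8 higher, adjusted p = 0.516) and -0.41 in the spleen (3 of 4 lower, adjusted p = 0.459). DNA methylation enzymes had a median of -0.26 in the heart (4 of 7 lower, adjusted p = 0.785) and -0.43 in the spleen (6 of 7 lower, adjusted p = 0.02, fry 0.0326), and imprinted genes -0.07 in the heart (25 of 45 lower, adjusted p = 0.822) and -0.03 in the spleen (27 of 47 lower, adjusted p = 0.459). With a correlation estimated from the data no list passed the threshold in either tissue.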
